# Expression Profiling Reveals Novel Hypoxic Biomarkers in Peripheral Blood of Adult Mice Exposed to Chronic Hypoxia

**DOI:** 10.1371/journal.pone.0037497

**Published:** 2012-05-22

**Authors:** Matias Mosqueira, Gabriel Willmann, Ulrike Zeiger, Tejvir S. Khurana

## Abstract

Hypoxia induces a myriad of changes including an increase in hematocrit due to erythropoietin (EPO) mediated erythropoiesis. While hypoxia is of importance physiologically and clinically, lacunae exist in our knowledge of the systemic and temporal changes in gene expression occurring in blood during the exposure and recovery from hypoxia. To identify these changes expression profiling was conducted on blood obtained from cohorts of C57Bl-10 wild type mice that were maintained at normoxia (NX), exposed for two weeks to normobaric chronic hypoxia (CH) or two weeks of CH followed by two weeks of normoxic recovery (REC). Using stringent bioinformatic cut-offs (0% FDR, 2 fold change cut-off), 230 genes were identified and separated into four distinct temporal categories. Class I) contained 1 transcript up-regulated in both CH and REC; Class II) contained 202 transcripts up-regulated in CH but down-regulated after REC; Class III) contained 9 transcripts down-regulated both in CH and REC; Class IV) contained 18 transcripts down-regulated after CH exposure but up-regulated after REC. Profiling was independently validated and extended by analyzing expression levels of selected genes as novel biomarkers from our profile (e.g. spectrin alpha-1, ubiquitin domain family-1 and pyrroline-5-carboxylate reductase-1) by performing qPCR at 7 different time points during CH and REC. Our identification and characterization of these genes define transcriptome level changes occurring during chronic hypoxia and normoxic recovery as well as novel blood biomarkers that may be useful in monitoring a variety of physiological and pathological conditions associated with hypoxia.

## Introduction

Since the pioneering studies of Paul Bert, Denis Jourdanet and Francois-Gilbert Viault conducted in late 1800, it is well known that hypoxia, due to reduced oxygen tension noted at high altitude, is a primary physiological stimulus for erythrocyte production in both animals and humans [1], [2]. Early in the 20^th^ century, Carnot and De Flandre suggested the existence of a humoral agent that responds to hypoxia and induces erythropoiesis [3]. Later, several experiments demonstrated that plasma contains the humoral agent erythropoietin (EPO) capable of inducing hematopoiesis during hypoxic and anemic conditions [4]. In 1977, Miyake *et al.* purified EPO from human urine samples [5], which facilitated its cloning and consequently the production of recombinant EPO used nowadays to treat certain types of anemia [6]. Under hypoxic conditions, kidney and liver are the major sites of EPO production and bone marrow is the major target. EPO acts synergistically with granulocyte-macrophage colony-stimulating factor, stem cell factor, and interleukins 3, 4 and 9 as well as insulin growth factor-1 in the later stages of erythropoiesis. Along with EPO, other cytokines and growth factors induce proliferation, maturation and survival first in the burst forming unit-erythroid and then in the colony forming unit-erythroid. The final result is an increase of reticulocytes which can be measured in the peripheral blood stream, and consequently an increase in the number of mature erythrocytes and hematocrit [6].

The molecular mechanism of hypoxia-induced over-expression of EPO remained elusive until 1995 when Wang & Semenza [7] described hypoxia inducible factor (HIF). HIF belongs to the PAS family of transcription factors and consists of an oxygen-sensitive α-subunit and an oxygen insensitive β-subunit. Three α-subunits have been described for HIF (−1α, −2α, and −3α), which under normoxia are rapidly targeted by the von Hippel-Lindau tumor suppressor or prolyl-hydroxylation and subsequently degraded. Under hypoxic conditions, HIF-1α and HIF-2α stabilize and heterodimerize with HIF-β to form HIF and thus initiate a multistep pathway of activation that includes nuclear translocation and recruitment of transcriptional co-activators, to act as a transcriptional regulator at the hypoxia-response element (HRE) binding site for the hypoxia-sensitive enhancer located in the 3′ Untranslated Region (UTR) of the gene [8]. The action of HIF is limited to short periods of hypoxia and its stabilization is tissue-dependent. Mice exposed to a FiO_2_ of 6% present different kinetics of HIF stabilization for brain, kidney and liver. In the brain, the peak of stabilization occurs after 4–5 hours of hypoxia, returning to normoxic levels after 9–12 hours of hypoxia. In kidney and liver, the peak of HIF occurs after 1–2 hours, returning to normoxic levels after 3 hours exposure to hypoxia [9]. HIF mRNA levels from brain, kidney and liver exposed to hypoxic conditions remain unchanged compared to normoxic conditions [9], supporting the hypothesis of post-translational degradation. These results suggest that *in vivo* HIF is important to regulate acute systemic and local responses, such as regional changes in blood supply, but may not play a major role in the acclimatization to chronic hypoxia [9], [10].

The hypoxia-induced gene expression mechanism is present in almost all types of cells inducing metabolic and structural changes according to the tissue type, tissue requirements and intensity of the hypoxic challenge. More than 80 possible HIF-target genes from several pathways have been described [11]. Although there is an extensive list of genes that respond to hypoxia, only the EPO receptor, CD36 (marker for early erythroid cells) and γ-globin [12] have been suggested and used as biomarkers for hypoxia-induced erythropoiesis in blood cells. While obtaining whole blood sample is an easy and fast technique, the lack of additional biomarkers makes it difficult to differentiate between acute and chronic hypoxia exposure as well as from normoxic recovery stages. To address this, we used microarray analysis to identify changes in gene expression occurring in the peripheral blood cells of mice exposed to chronic hypoxia and normoxic recovery to study their gene expression levels. We independently validated the transcriptome changes by qPCR and have identified three novel blood biomarkers based on these transcriptome levels changes.

## Methods

### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee (permit number 80888) of the University of Pennsylvania School of Medicine. Adult normal (C57Bl/10) mice aged 3 months were obtained from Jackson Laboratory (Jackson Laboratory, Bar Harbor, Maine, USA). Hypoxic exposure was undertaken in a specially designed, hermetically closed hypoxic chamber using the Pegas 4000 MF gas mixing system (Columbus Instruments, Ohio USA). The oxygen level was gradually decreased from 21% to 8% (Table 1). The weights of the animals were monitored daily and food and water were offered *ad libitum*. In Protocol 1 (Figure 1A), mice were randomly divided into three groups for gene expression profiling: normoxic (NX), chronic hypoxic (CH) and recovery (REC); each group consisted of 4 animals. The groups were exposed for 14 days to NX (NX; group 1), 14 days to CH (CH; group 2) and 14 days to CH followed by 14 days of normoxia (REC; group 3). In Protocol 2 (Figure 1B) five mice were randomly selected from each group to one of the seven day points (NX-0, CH-1, CH-3, CH-7, CH-14, REC-7 and REC-14). All animals used in both protocols 1 and 2 presented similar initial body weight.

**Figure 1:**
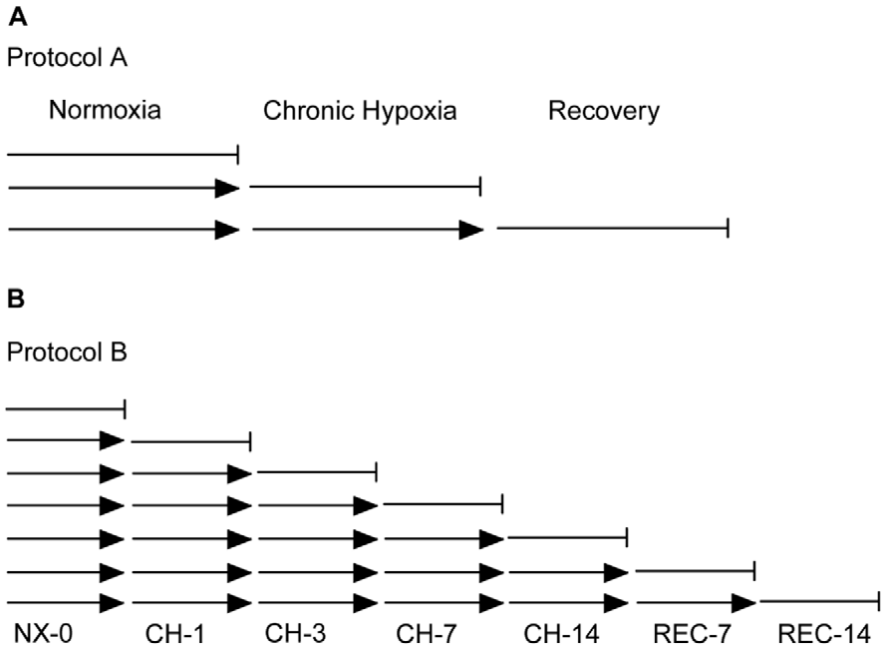
Protocols for molecular signature and validation. A. Animals were divided into three groups of 5 mice each. Group 1 was exposed to normoxia (NX) for two weeks; group 2 exposed to two weeks of NX and then two weeks of chronic hypoxia (CH); group 3 was exposed to two weeks of NX, followed by two weeks of CH and another two weeks of normoxic recovery (REC). B. Protocol 2 was designed to test the expression levels of differentially expressed genes from the microarray analysis. Each day point corresponds to a group of five mice exposed to normoxia (NX-0), chronic hypoxia (CH-1, CH-3, CH-7 and CH-14) and recovery (REC-7 and REC-14).

**Table 1:** Protocol for CH and REC.

Day	FiO_2_ (%)	Microarray	Biomarker
**NX-0**	21	•	•
**CH-1**	15		•
CH-2	13		
**CH-3**	12		•
CH-4	11		
CH-5	10		
CH-6	9		
**CH-7**	8		•
CH-8	10		
CH-9	9		
CH-10	9		
CH-11	9		
CH-12	8		
CH-13	8		
**CH-14**	8	•	•
REC-1	21		
REC- 2	21		
REC-3	21		
REC-4	21		
REC-5	21		
REC-6	21		
**REC-7**	21		•
REC-8	21		
REC-9	21		
REC-10	21		
REC-11	21		
REC-12	21		
REC-13	21		
**REC-14**	21	•	•

Protocol used for Microarray profile (Protocol 1) and Biomarker (Protocol 2) experiments. The • indicates the peripheral blood harvest from 5 different animals. The fraction of inspiration (FiO_2_) was changed every 24 hours.

### RNA Isolation for Microarray Hybridization

Intravenous blood was collected and approximately 50 µL of blood was used for hematocrit measurement and the rest (c. 750 µL) was saved in RNALater (Qiagen, Valencia, CA, USA) for further analysis. Total RNA was isolated from blood samples using Tri-Reagent (Ambion, Austin, TX, USA) as described by the manufacturer. Isolated total RNA was cleaned up by RNeasy mini kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. The purity and concentration of total RNA were determined by measurement of absorbance at 260 and 280 nm using a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). To satisfy our purity criteria, we required that all RNA.

samples used in our experiments had a 260/280 ratio between 1.8 and 2.1. RNA integrity was monitored by determining the28S/18S ratio using an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA).

### Linear Amplification and cRNA Labeling for Microarray Hybridization

Three microliter total RNA was used for each sample to obtain linearly amplified labeled cRNA by using GeneChip® One-Cycle Target Labeling kit (Affymetrix, Santa Clara, CA, USA) as described by the manufacturer. Briefly; total RNA was used to generate double-stranded cDNA with the T7-oligo (dT) primer. This double-stranded cDNA was used for in vitro transcription and biotin labeling steps. Labeled cRNA yield and purity were determined by measuring the absorbance at 260 and 280 nm. All the cRNA 260/280 ratios were between 1.9 and 2.1. Quality control of the labeled cRNA products was assessed by performing gel electrophoresis using 1 µg labeled cRNA on a 2% agarose gel.

### Fragmentation and Microarray Hybridization

Fifteen micrograms labeled cRNA extracted from NX, CH and REC samples were fragmented and 10 µg were hybridized to Affymetrix® Mouse 430 ver. 2.0 GeneChip arrays for 18–24 hrs (Affymetrix Inc.). Each microarray was washed and stained with streptavidin–phycoerythrin and scanned at a 6-µm resolution with an Agilent model G2500A GeneArray scanner. A visual quality control measurement was performed to ensure proper hybridization after each chip was scanned. Other quality control parameters such as scaling factors used to normalize the chips, average background, and noise were also evaluated. In addition, raw intensities for each probe set were stored in electronic formats by the GeneChip Operating System version 1.1 (GCOS1.1, Affymetrix Inc.). Primary data is accessible in the GEO database (Accession number GSE 17728).

Data was normalized using the GC-RMA algorithm in Partek Genome Suite (Partek Incorporate, St Louis, MO). Differentially expressed transcripts were identified at the level of two fold change cut-off and 0% FDR. Differentially expressed transcripts were clustered using the functional annotation clustering tool of the Database for Annotation, Visualization and Integrated Discovery (DAVID) program [13], [14].

### Validation of Gene Expression by qPCR

Real time quantitative polymerase chain reaction (qPCR) was used to measure the relative expression level of mRNA of four genes (spectrin alpha-1, ubiquitin domain family-1, pyrroline-5-carboxylate reductase-1 and CD-36) in five independent blood samples harvested from animals exposed to Protocol 2 (Figure 1B). Briefly, 100 ng of RNA was extracted from blood, reversed transcribed in 20 µL final reaction using random hexamers and the SuperScript First-Strand Synthesis according to the manufacturer (Invitrogen, Carlsbad, CA). Two ng of cDNA was amplified in 20 µL of reaction mixtures containing 1 pmole of forward and reverse primers each, 10 µL of 2× TaqMan universal PCR master mix and 0.25 M probes (Table 2). The amplification was performed in a 7900HT Sequence Detection System (ABI). Samples were run in triplicates.

**Table 2:** List of genes used for validation of gene expression.

Name	TAQMAN® Gene Expression Assay ID	REFSEQ
**CD36**	Mm00432403_m1	NM_001159557.1
**Spna1**	Mm00501882_m1	NM_011465.4
**Ubfd1**	Mm01165153_m1	NM_138589.2
**Pycr1**	Mm00522674_m1	NM_144795.3
**Actb**	Mm00607939_s1	NM_007393.3

Name, TAQMAN catalog number from Applied Biosystems® and REFSEQ from each gene used on validation of microarray study. The last gene is the housekeeping gene used.

### Hematocrit Measurement and Reticulocyte Counting in Peripheral Blood

Hematocrit was measured using blood collected in heparinized micro-hematocrit capillary tubes (Fisher, Pittsburgh, PA) and centrifuged for two minutes using an International micro-capillary centrifuge model MB. Two measurements were made for each animal and the average value was calculated. Reticulocyte counts were performed on thick blood films made using 300 µL of peripheral blood collected in a syringe with 30 µL EDTA 0.5 M as anti-coagulant. The wedge method was used for making the blood film [15]. Brilliant Cresyl blue supravital staining was performed according to manufacturer’s protocols (ENG Scientific, Clifton, NJ; Catalog number 5111). The number of erythrocytes and reticulocytes were manually counted using a microscope at 100× magnification and reticulocyte percentage was calculated [15].

## Results

### Expression Profile

To identify and define gene expression changes that occur in peripheral blood during hypoxia and normoxic recovery, expression profiling was conducted on blood obtained from cohorts of C57Bl-10 wild type mice. 

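Whole blood RNA of 12 C57Bl/10 mice was measured on 12 Affymetrix Mouse 430 2.0 arrays, with 4 mice in NX, 4 after 14 days of CH, with FiO2 varied by day and at 8% at harvest, and 4 after 14 days of CH and 14 days of REC at 21% FiO2. The Methods give 4 mice per group and the legend of Figure 1 gives 5. One field of the labels calls the CH mice normoxic, while their titles, their treatment and the paper call them hypoxic, which was used here. Each array holds 45101 probe sets, groups of short oligonucleotides that each measure 1 transcript, of which 34958 name a single gene, 932 name several and 9211 name none in the annotation used here. The deposited values are signals on a linear scale, with a trimmed mean of 150.0 on every array. The Methods name GC-RMA for the study's own analysis; the deposited signals are not on that log2 scale, and the program that summarised them is not given in the sources used here. log2(signal + 16) was fitted with limma to all 12 arrays, with a mean per group, so a fold change of a dim transcript is understated. A probe set was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold, the thresholds of the study; its 0% FDR names no setting that could be repeated. The median signal of an array lay between 32.9 and 59.9, and 19.6% to 33.4% of its probe sets lay below a signal of 16. The hybridization controls, bacterial transcripts added to each sample at a fixed amount, were higher in CH than in NX by a log2 signal of 1.62 and differed by -0.81 between REC and NX (exact two-sided permutation p = 0.029 for each, the smallest that 4 against 4 arrays allow). The 100 brightest probe sets held 11.8% ± 1.54 of the signal in NX, 21.0% ± 1.06 in CH and 9.02% ± 0.778 in REC (SD, n = 4 arrays each). The ratio of the 3′ to the 5′ actin probe set, a sign of RNA integrity, was 1.71 ± 0.104 in NX, 2.00 ± 0.0941 in CH and 1.61 ± 0.0923 in REC (exact two-sided permutation p = 0.029 for CH against NX and 0.2 for REC against NX). The number of arrays limits the precision of all values.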

The animals were maintained either at normoxia (NX), exposed for two weeks to normobaric chronic hypoxia (CH) or two weeks of CH followed by two weeks normoxic recovery (REC) as described in Protocol 1 (Figure 1). 

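In CH, the largest increase was that of Atf5, a transcription factor of the amino acid stress response, from a signal of 63.2 ± 12.8 in NX to 11633 ± 5849 in CH (SD, n = 4 arrays each). This is a log2 change of 7.10 (standard error 0.30, adjusted p = 2.61e-08). Asns, which encodes asparagine synthetase, rose by 5.80, Mthfd2, a mitochondrial enzyme of folate metabolism, by 5.73, and Mpst, a sulfurtransferase of cysteine breakdown, by 5.34 on the log2 scale. Add2, which encodes the β-adducin of the red cell membrane skeleton, rose by 5.04, Ctsf, a lysosomal protease, by 4.68, and Reep6 and Rundc3a by 5.22 and 4.50. Among the largest decreases, Stxbp3, a regulator of vesicle fusion, had a log2 change of -3.33 (standard error 0.33, adjusted p = 8.88e-06) and Cd83, a surface marker of activated lymphocytes and dendritic cells, of -3.09. Stip1, a co-chaperone of Hsp70 and Hsp90, had -3.09, Birc2, an inhibitor of apoptosis, -2.95, and Hspa1b, the inducible Hsp70, -2.94. In all, 3628 probe sets were higher and 6282 lower in CH than in NX at an adjusted p under 0.05 from limma and a change of at least 2-fold. Across NX, CH and REC, 11281 probe sets passed limma's F test with a change of at least 2-fold in CH or REC. The share of higher among the CH calls was 36.6%, and 45.8% without CH replicate 4. At an adjusted p under 0.001 it was 49.1%, and with the Bonferroni adjustment 91.0%, from 781 higher and 77 lower probe sets. It was 38.0% under quantile normalization, 26.8% with each array centred on its median, and 3.08% with each array scaled on its hybridization controls. The last scaling, chosen after the values were seen, moves the median log2 change of all probe sets from 0.11 to -0.71. All 18 hybridization control probe sets were among the higher calls.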

Out of the 45,101 probe sets present on the array, 512 probe sets (representing equal numbers of transcripts) showed significant (p<0.05 after multiple testing correction) differential expression across the three experimental conditions (NX, CH, REC) upon the application of ANOVA, a 0% FDR and a twofold change cut-off. Out of these probe sets, 230 transcripts showed a significant differential expression in both CH and REC conditions (Supplemental Table S1). 

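After REC, Rsad2, an interferon-induced antiviral protein, fell below its NX level by 4.46 on the log2 scale, from a signal of 1984 ± 864 to 80.2 ± 62.5 (SD, n = 4 arrays each), with an adjusted p of 2.67e-04 from limma. Another of its probe sets fell by 2.60. Ncoa4, the receptor for the autophagy of ferritin, had a log2 change of -4.05, Tmcc2 of -3.90. Fech, which inserts iron into heme, had -3.75, and E2f2, a cell cycle transcription factor of late erythroblasts, -3.17. The largest increases over NX among probe sets that name 1 gene were those of Mid1, a ubiquitin ligase bound to microtubules, at 2.72 (standard error 0.38, adjusted p = 0.00176), Ear3, an eosinophil-associated ribonuclease, at 2.58, and Uqcc2, an assembly factor of respiratory complex III, at 2.58. Hfe, a regulator of iron uptake, rose by 2.37, Apoc2, a lipoprotein component, by 2.28 and Fabp4, a fatty acid binding protein, by 2.21. In all, 730 probe sets were higher and 1236 lower in REC than in NX, and 1023 probe sets were called both in CH and in REC. The REC count of 1966 was 1079, 1232, 1247 or 1138 without NX replicate 1, 2, 3 or 4, and 1270, 946 or 930 without REC replicate 1, 2 or 3. The count called in both was 666, 659, 660, 571 and 554 without NX replicate 1, 2 or 4 and REC replicate 2 or 3. The share of higher among the REC calls was 37.1%, 2.70% at an adjusted p under 0.001 (2 higher and 72 lower), 43.3% under quantile normalization, 51.7% with median centring, 21.7% with a pseudocount of 1 in place of 16, and 94.9% with the hybridization control scaling. Under this scaling the median log2 change of all probe sets was 0.40 in place of -0.10. Both comparisons use the same NX arrays. Over all probe sets their log2 changes correlated at r = -0.104 with a covariance of -0.0539, and 45.6% had the same sign. In 20 simulations of unchanged groups the means were 0.499, 0.0699 and 66.7%, with 0 probe sets called in both. With the NX arrays divided 2 and 2 between the comparisons, the 6 divisions gave 223 to 645 probe sets called in both and r from -0.303 to -0.0565.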

Heatmap analysis (Figure 2) demonstrates the relative changes in transcript expression of two weeks of CH exposure and two weeks of CH followed by two weeks of REC (Protocol 1, Figure 1A). These results were compared to two weeks of exposure to NX (control conditions). 

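Set directly against REC, CH blood was higher in Rsad2 by a log2 change of 7.67 (standard error 0.44, adjusted p = 2.68e-08), and in Spire1, an actin nucleator, by 7.11. It was higher in Tmcc2 by 6.90, in Ncoa4 by 6.86 and in Tspan33, a tetraspanin, by 6.83. Epb42, the red cell membrane protein 4.2, was higher by 6.65 and Slc16a10, an aromatic amino acid transporter, by 6.59 (standard error 0.24, adjusted p = 2.58e-09). CH blood was lower in Iglv1, an immunoglobulin light chain segment, by a log2 change of -4.39 (standard error 0.43, adjusted p = 3.40e-06), and in Plac8 by -3.94. Also lower were Snrpb, a core protein of the spliceosome, by -3.81, Chrac1, a histone-fold protein of chromatin remodelling, by -3.77, Ccl5, a chemokine of T and NK cells, by -3.76 and Mrpl11, a mitochondrial ribosomal protein, by -3.73. Of the 12554 probe sets called by limma, 5688 were higher and 6866 lower in CH than in REC. The share of higher calls was 45.3%, but 38.6% at an adjusted p under 0.001 and 68.4% with the Bonferroni adjustment. It was 57.2% without CH replicate 4, 52.2% with limma's array weights and 51.0% with a pseudocount of 1. With the dimmer probe sets left out the share was 35.2%. Among calls with a signal of 100 or more in the brighter group, a limit chosen after the values were seen, it was 34.3% (3070 higher and 5883 lower). It was 38.6% under quantile normalization, 26.4% with median centring and 2.53% with the hybridization control scaling. The last moves the median log2 change of all probe sets from 0.25 to -1.13.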

The differential clustering of the samples, visually observed in the heatmap was confirmed by principal component analysis (PCA). The CH samples are more dispersedly distributed, but still significantly different from control and recovery samples. 

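The CH arrays lay 129.6 ± 15.7 from the mean of their group, the NX arrays 81.3 ± 23.5 and the REC arrays 66.7 ± 7.99 (SD, n = 4 each), as the Euclidean distance over the log2 signals of all probe sets. The CH arrays were more spread than the REC arrays (exact two-sided permutation p = 0.029). Against the NX arrays the difference was 48.3 with an exact two-sided permutation p of 0.0571, where the smallest possible is 0.029. NX replicate 1 lay apart at 116. Without it the difference from NX was 71.9, with an exact permutation p of 0.029. The same p was reached without NX replicate 2 (47.1), 3 (44.8) or 4 (46.9). Leaving out an array tends to bring the others nearer to their group mean by construction, so these p-values decide nothing. Without CH replicate 4 the difference was 31.0. Across probe sets, which are not independent replicates, pairs of CH arrays correlated with a median r of 0.865, pairs of NX arrays 0.946 and pairs of REC arrays 0.961. Between groups the median r was 0.798 for NX and CH, 0.744 for CH and REC and 0.934 for NX and REC.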

PCA axes 1, 2 and 3 were 49.7%, 12.9% and 9.05%, respectively.

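On the first principal component of all 45101 probe sets, the 4 CH arrays lay between -182 and -73.3, the 4 NX arrays between -7.04 and 62.5 and the 4 REC arrays between 88.9 and 104. The third component placed the NX arrays between 44.2 and 52.3 and the REC arrays between -47.0 and -36.9, while the CH arrays ranged from -44.5 to 54.6. On the second component the CH arrays ranged from -73.0 to 155 and the NX arrays from -109 to 6.12. Axes 1, 2 and 3 held 50.9%, 16.6% and 9.02% of the variance of the log2 signals, centred per probe set and not scaled, with no test attached. With the probe sets called across the groups alone they held 74.6%, 11.1% and 4.89%.

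**Figure D1:**
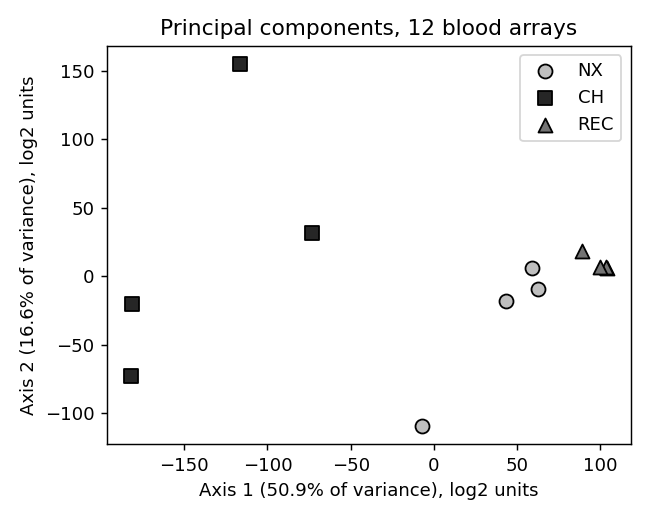
Scores of the 12 blood arrays on the first and second principal components, in log2 units, with 1 point per array (circles NX, squares CH, triangles REC). The 4 CH arrays lie between -182 and -73.3 on axis 1, apart from the NX and REC arrays.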

**Figure 2:**
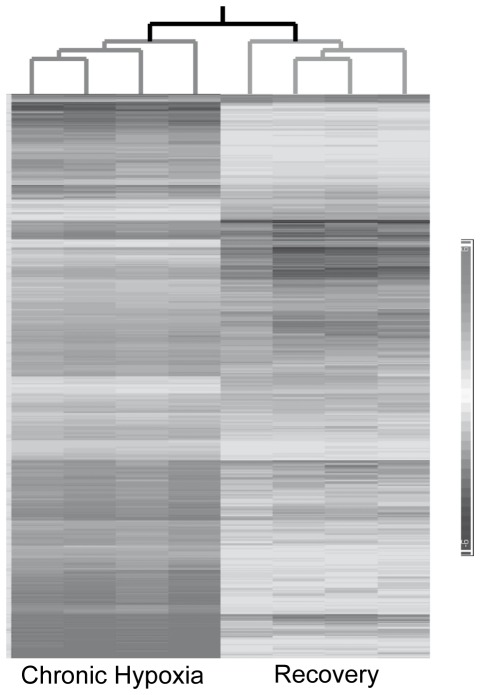
Heatmap and dendrogram representations of all 512 transcripts that were differentially expressed in CH and REC. Each column represents one sample (chip) and each row a differentially expressed transcript. The intensity of the transcript expression is indicated by the gray shaded bar at the right side of the figure. The four chronic hypoxia (CH) and recovery (REC) GeneChip data sets cluster into two distinct groups based on correlation of gene expression pattern. The dendrogram branches lengths for CH and REC sub-trees seen at the top are based on normalized raw data of all transcripts and quantitatively demonstrate that the four samples are closely related to each other. Each horizontal bar represents one probe set, and the intensity of gray color of the bar determines the degree of expression.

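Clustered on the correlation of all probe sets, the 4 CH and the 4 REC arrays fell into 2 clusters, of which 1 held the CH arrays and the other the REC arrays. With the 4 NX arrays added and 3 clusters drawn, the NX and REC arrays shared 1 cluster, CH replicates 1 and 2 formed another and CH replicates 3 and 4 the third. The lowest correlation between a pair of CH arrays was 0.824, and the highest between a CH and a REC array was 0.852.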

The 230 transcripts were classified into four different categories according to their expression in CH and during REC (Figure 3). 

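Higher in CH and lower in REC than in NX (class II) were 430 probe sets, led among those that name 1 gene by Rsad2 with log2 changes of 3.21 in CH and -4.46 in REC at 1 probe set, and Spire1 with 3.90 in CH and -3.22 in REC. Another Rsad2 probe set had 2.02 in CH and -2.60 in REC, of which the CH call was lost under quantile normalization (0.20) and with the hybridization control scaling (0.41). Tmcc2 had 3.01 in CH and -3.90 in REC and Ncoa4 2.81 in CH and -4.05 in REC. Class II held 305 probe sets under quantile normalization, 281 with median centring and 111 with the hybridization control scaling. Higher in both (class I) were 84 probe sets, among them Chchd10, a protein of the mitochondrial cristae, with 2.63 in CH and 1.80 in REC. Nupr1, a stress-induced chromatin protein, had 1.74 in CH and 2.24 in REC, of which the CH call was lost with the hybridization control scaling (0.19). Lower in both (class III) were 344 probe sets, among them Yme1l1, a protease of the inner mitochondrial membrane, with -2.10 in CH and -2.13 in REC, and Kmt2a, a histone methyltransferase, with -2.10 in CH and -1.98 in REC. Birc3, an inhibitor of apoptosis, had -2.15 in CH and -1.90 in REC, and Btg1, an antiproliferative factor, -2.08 in CH and -1.85 in REC. Lower in CH and higher in REC (class IV) were 165 probe sets, among them those of Iglv1 with -1.89 in CH and 2.50 in REC and Ccl5 with -1.74 in CH and 2.01 in REC. The REC call of Ccl5 was lost without NX replicate 1 or 4 or REC replicate 1 (log2 change 1.68 to 1.99). Independent lists of the lengths of the calls would share 58.7, 99.4, 172 and 102 probe sets in classes I to IV. With the NX arrays divided between the comparisons the classes held 7 to 35, 118 to 345, 61 to 124 and 2 to 141, where independent lists of the shorter lengths would share 2.26 to 38.1, 15.2 to 68.9, 25.2 to 109 and 3.76 to 60.0. Leaving out NX replicate 1, 2, 3 or 4 or REC replicate 1, 2 or 3 moved class IV to 61, 62, 84, 65, 81, 48 or 44. Leaving out CH replicate 3 moved it to 336. Class III was 205, 213, 203, 217, 209 or 188 without NX replicate 1, 2 or 3 or REC replicate 1, 2 or 3. Class I was 26, 55, 43, 47, 25 or 31 without NX replicate 1, 3 or 4 or REC replicate 1, 2 or 3. With a pseudocount of 1, classes I, III and IV held 35, 154 and 26 probe sets. Class IV held 276 with median centring and 5188 with the hybridization control scaling.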

The first quadrant (I) contained one transcript that was up-regulated in both CH and REC conditions; the second quadrant (II) contained 202 genes up-regulated in CH followed by down-regulated expression after two weeks of REC; the third quadrant (III) contained 9 transcripts that were down-regulated during both CH and REC; the fourth quadrant (IV) showed 18 transcripts that were down-regulated in CH exposure followed by up-regulated expression after two weeks of REC. 

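Class II, higher in CH and lower in REC, held 7 of the 22 genes of the red cell membrane and cytoskeleton (0.252 by chance, adjusted p = 4.93e-08), and 7 of the 21 genes of heme synthesis and iron handling (0.240 by chance, adjusted p = 4.93e-08) by Fisher's exact test. By the same exact test it held 6 of the 29 ubiquitin E1 and E2 enzymes (0.332 by chance, adjusted p = 7.66e-06) and 5 of the 33 genes of the cell cycle and DNA replication (0.377 by chance, adjusted p = 2.47e-04), the last being Mki67, Ccna2, Nusap1, Ube2c and Esco2. It held 4 of the 45 ubiquitin-specific peptidases (0.514 by chance, adjusted p = 0.00828), Usp15, Usp25, Usp40 and Usp45. It also held 3 of the 19 erythroid transcription factors and receptors (0.217 by chance, adjusted p = 0.00723), Lmo2, E2f2 and Trim10, both again by the exact test. Without 1 array, class II held as few as 5 members of the red cell membrane list, 5 of the heme list, 5 of the E1 and E2 enzymes, 5 of the cell cycle list, 3 of the peptidases and 1 of the transcription factors and receptors. The last count was reached without NX replicate 2 or 4 or REC replicate 2 or 3, where Lmo2 and Trim10 lost their REC calls. The hybridization control scaling ended the REC calls of Usp40, Usp45, Lmo2 and Trim10. Median centring ended those of Usp40 and Lmo2, and quantile normalization that of Usp40. The lists were written with the paper's supplementary tables already read. Those tables come from these samples, so the p-values of the exact test are not independent evidence. Where 5 or fewer members of a list were higher or lower, those outside the rule for named genes were named after their values were seen.

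**Figure D2:**
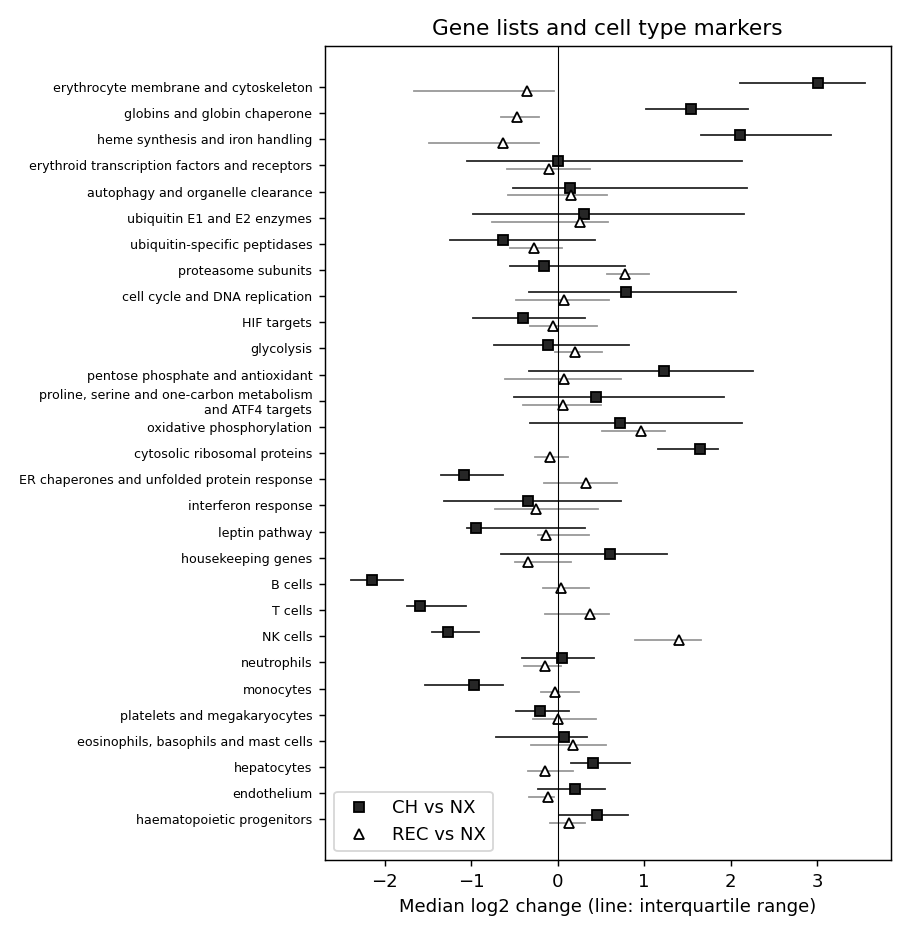
Median log2 change of the members of each gene list and cell type marker list in CH (squares) and REC (triangles) against NX, with a line for the interquartile range of the members. The red cell membrane list has a median of 3.01 in CH and -0.35 in REC. The ribosomal protein list, at -0.09 in REC, turns positive relative to other genes there under quantile normalization and the hybridization control scaling.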

Only the genes contained in the second quadrant reached the minimum number to enable meaningful functional annotation clustering analysis using DAVID [13], [14]. 

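Of 22 genes of the red cell membrane and cytoskeleton, 21 were higher in CH and none lower (21 higher and 0 lower when adjusted over the list alone). Among them were Ank1, the ankyrin that ties the cytoskeleton to the membrane, at a log2 change of 4.34 (standard error 0.37, adjusted p = 3.33e-06), Epb42 at 4.20 and Kel, a blood group antigen, at 4.09. In REC, 7 of these genes were lower than in NX (0 higher and 10 lower when adjusted over the list alone), led by Slc4a1, the band 3 anion exchanger, at -2.52. Of 21 genes of heme synthesis and iron handling, 17 were higher in CH, such as Cpox, an enzyme of heme synthesis, at 3.90 and Tfrc, the transferrin receptor, at 3.85. In the same list 1, Tmem14c, a porphyrin transporter, was lower at -1.13 (17 higher and 1 lower when adjusted over the list alone). In REC, 7 of them were lower, such as Slc25a37, the mitochondrial iron importer mitoferrin, at -2.69. Tmem14c was higher at 1.33 (1 higher and 8 lower when adjusted over the list alone). Of 6 globin genes, 4 were higher in CH (4 higher and 0 lower when adjusted over the list alone). These were Hbb-b2 at 2.30, Hbb-y at 2.28, Hba-a2 at 1.96 and Hba-x at 1.13, of which near-identical copies may share probes. None was called in REC by limma (0 higher and 0 lower when adjusted over the list alone; 0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.104). Limma's camera set these lists above the other genes in CH (adjusted p = 1.97e-17, 3.56e-12 and 8.14e-04; adjusted p = 0.114 with an estimated correlation for each). It set the membrane and heme lists below them in REC (adjusted p = 3.08e-06 and 3.54e-06; adjusted p = 0.474 and 0.336 with an estimated correlation). The transcription factors and receptors of erythroid cells went both ways in CH, with 7 of 19 higher, such as Klf1 at 2.73. The 5 lower ones were Bcl11a, a repressor of fetal globin, at -2.30, Ldb1, Myb, Stat5a and Stat5b (7 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.224). In REC 3 were lower, E2f2, Trim10 and Lmo2 (0 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.254). B cell markers moved the other way in CH, with 17 of 18 lower. Leaving out 1 array ended some calls, with the log2 change then in parentheses. Tmem14c lost its call in CH without NX replicate 2 or CH replicate 1 or 2 (-0.91 to -1.03), and Tmem14c lost its call in REC without NX replicate 1, 3 or 4 or REC replicate 1, 2, 3 or 4 (1.13 to 1.40). Hba-x lost its call in CH without NX replicate 2 or 3 or CH replicate 2 or 4 (0.87 to 1.09), and Ldb1 lost its call in CH without NX replicate 2 or 3 or CH replicate 2 (-1.61 to -1.62). Trim10 lost its call in REC without NX replicate 2 or 4 or REC replicate 2 or 3 (-1.75 to -2.20), and Lmo2 lost its call in REC without NX replicate 2 or 4 or REC replicate 2 or 3 (-1.04 to -1.11). Median centring ended the calls of Hba-x in CH (0.98) and Lmo2 in REC (-0.95). Quantile normalization ended the calls of Tmem14c in CH (-0.87), Hbb-b2 in CH (0.72), Hba-a2 in CH (0.47), Ldb1 in CH (-1.48) and Myb in CH (-1.00). Scaling on the hybridization controls ended the calls of Hbb-b2 in CH (0.69), Hbb-y in CH (0.75), Hba-a2 in CH (0.35), Hba-x in CH (0.42), Trim10 in REC (-1.41) and Lmo2 in REC (-0.30).

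Among the catabolic groups, 10 of 25 genes of autophagy and organelle clearance were higher in CH and 2, Atg7 and Alox15, lower (10 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.00532; adjusted p = 0.192 with an estimated correlation). The protease Atg4a had a log2 change of 4.39 and Pink1, a kinase of mitophagy, 3.05, against Alox15, a lipoxygenase, with -2.64. In REC 2 were lower, Gabarapl2 at -1.87 and Map1lc3b at -1.25 (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.705). Of 29 ubiquitin E1 and E2 enzymes, 10 were higher in CH and 7 lower (11 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.156). Ube2c, the E2 of the anaphase-promoting complex, led at 3.43. In REC 2 were higher, Ube2a and Ube2e1, and 7 lower (2 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.447). Ube2l6 was lowest at -2.95. Of 45 ubiquitin-specific peptidases, 6 were higher in CH and 13 lower (6 higher and 13 lower when adjusted over the list alone; camera adjusted p = 0.224). Usp25 rose by 3.06 and Usp15 by 2.90. In REC 5 were lower, Usp15 at -2.60, Usp25, Usp40, Usp45 and Usp53. Camera set the list below the other genes (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.00182; adjusted p = 0.326 with an estimated correlation), a call lost with the hybridization control scaling. Of 40 proteasome subunits, 9 were higher in CH and 7 lower (9 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.571). Psme4, the PA200 activator, had 3.42 and Psmb8, a catalytic subunit of the immunoproteasome, -2.51. In REC 10 subunits were higher, with Psmb5 at 1.40, and 1, Psme3, was lower at -2.45 (11 higher and 1 lower when adjusted over the list alone; camera adjusted p = 5.96e-14; adjusted p = 0.324 with an estimated correlation). Of 33 genes of the cell cycle and DNA replication, 13 were higher in CH, with Mki67 at 3.62 and Ccnb2 at 3.53. The other 3 that were called, Mcm4, Mcm7 and Pcna, were lower (13 higher and 3 lower when adjusted over the list alone; camera adjusted p = 4.05e-04; adjusted p = 0.127 with an estimated correlation). In REC 5 were lower, Nusap1, a protein of the mitotic spindle, at -3.13, Ube2c, Ccna2, Esco2 and Mki67. In the list 1, Mcm5, was higher (2 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.721). T cell markers were lower in CH in 14 of 17. Leaving out 1 array ended some calls, with the log2 change then in parentheses. Atg7 lost its call in CH without NX replicate 1, 2, 3 or 4 or CH replicate 1, 2 or 4 or REC replicate 1, 2, 3 or 4 (-0.65 to -1.17), and Map1lc3b lost its call in REC without NX replicate 4 or REC replicate 2 or 3 (-1.12 to -1.17). Ube2a lost its call in REC without NX replicate 1, 2, 3 or 4 or REC replicate 1, 2, 3 or 4 (1.01 to 1.30), and Ube2e1 lost its call in REC without NX replicate 1, 2, 3 or 4 or REC replicate 1, 2, 3 or 4 (1.01 to 1.27). Usp40 lost its call in REC without NX replicate 2, 3 or 4 or REC replicate 2, 3 or 4 (-1.11 to -1.60), and Usp53 lost its call in REC without NX replicate 1, 2, 3 or 4 or REC replicate 1, 2, 3 or 4 (-1.24 to -1.46). Mcm7 lost its call in CH without NX replicate 2 or 3 or CH replicate 1 or 2 (-0.84 to -0.92), and Mcm5 lost its call in REC without NX replicate 4 or REC replicate 1, 2 or 3 (1.05 to 1.23). Median centring ended the calls of Map1lc3b in REC (-1.09), Ube2a in REC (1.33) and Usp40 in REC (-1.36). Quantile normalization ended the calls of Usp40 in REC (-1.22), Usp53 in REC (-1.16), Mcm4 in CH (-0.89), Mcm7 in CH (-0.73) and Pcna in CH (-0.92). Scaling on the hybridization controls ended the calls of Map1lc3b in REC (-0.44), Usp40 in REC (-1.01), Usp45 in REC (-0.78) and Usp53 in REC (-0.70).

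Among the metabolic groups, 11 of 31 genes of proline, serine and one-carbon metabolism and targets of ATF4 were higher in CH and 2, Mthfd1 and Slc7a1, were lower (11 higher and 2 lower when adjusted over the list alone; camera adjusted p = 9.58e-04; adjusted p = 0.114 with an estimated correlation). In REC 2, Nupr1 and Aldh1l1, were higher and 2, the amino acid transporters Slc7a5 at -2.49 and Slc6a9 at -1.75, were lower (2 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.921). Of 20 genes of the pentose phosphate pathway and antioxidant defence, 10 were higher in CH, with the mitochondrial superoxide dismutase Sod2 at 4.11 and the quinone reductase Nqo1 at 3.91. The 3 genes Pgd, Rpia and Gclc were lower (10 higher and 3 lower when adjusted over the list alone; camera adjusted p = 6.79e-04; adjusted p = 0.284 with an estimated correlation). In REC 2 were lower, Prdx2 at -1.62 and Gclm at -1.39, and 2, Pgls and Gpx4, were higher (2 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.996). Of 71 genes of oxidative phosphorylation, 33 were higher in CH and 8 lower (33 higher and 8 lower when adjusted over the list alone; camera adjusted p = 6.70e-07; adjusted p = 0.415 with an estimated correlation). The complex I subunit Ndufa1 had 3.49 and Cox4i1 3.13. In REC 31 were higher and none lower (33 higher and 0 lower when adjusted over the list alone; camera adjusted p = 3.74e-26; adjusted p = 0.324 with an estimated correlation). Ndufb6 rose there by 1.85 and Ndufc1 by 1.70. NK cell markers were higher in REC in 6 of 12. The ratio of the 3′ to the 5′ Gapdh probe set was 2.07 ± 0.201 in NX, 2.29 ± 0.368 in CH and 1.77 ± 0.0783 in REC (SD, n = 4 arrays each; exact two-sided permutation p = 0.029 for REC against NX). Leaving out 1 array ended some calls, with the log2 change then in parentheses. Aldh1l1 lost its call in REC without NX replicate 1, 2 or 4 or REC replicate 1, 2 or 4 (1.01 to 1.11), and Pgd lost its call in CH without CH replicate 2 (-0.98). Gclm lost its call in REC without NX replicate 2, 3 or 4 or REC replicate 2, 3 or 4 (-1.20 to -1.47), and Pgls lost its call in REC without NX replicate 1 or 4 or REC replicate 2 or 3 (0.97 to 1.18). Gpx4 lost its call in REC without NX replicate 1, 2 or 3 or REC replicate 1, 2, 3 or 4 (0.93 to 1.24). Median centring ended the calls of Gclm in REC (-1.23) and Gpx4 in REC (1.24). Quantile normalization ended the call of Pgd in CH (-0.88). Scaling on the hybridization controls ended the calls of Prdx2 in REC (-0.82) and Gclm in REC (-0.59).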

The significantly enriched clusters revealed processes related to cellular catabolic processes, followed by metabolic processes and hematopoiesis (Supplemental Table S2).

**Figure 3:**
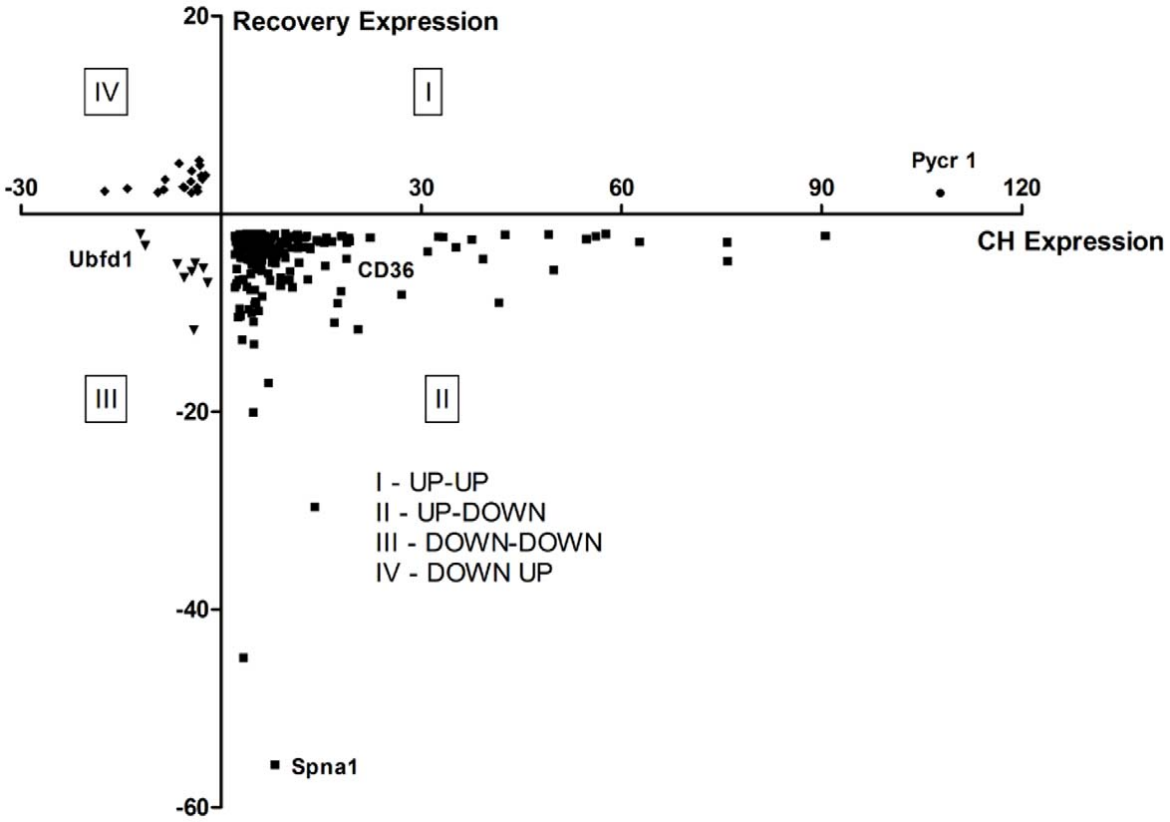
Fold change relationship of differential gene expression. The 230 differentially expressed genes were divided into four different sets according to their expression over time. The abscissa represents the fold change of the CH transcript expression profile, and the ordinate represents the fold change of the REC transcript expression profile. The first quadrant (I) shows one gene (circle) up-regulated in both CH and REC. The second quadrant (II) shows the 202 genes (square) up-regulated during CH and down-regulated after REC. The third quadrant (III) shows the 9 genes (triangle) down-regulated in both CH and REC conditions. The fourth quadrant (IV) shows 18 genes (diamond) which are down-regulated during CH and up-regulated after REC.

### Effects of CH and REC on Body Weight, Hematocrit and Reticulocytes

In order to study more precisely the effects of chronic hypoxia and recovery during normoxia over time and to correlate these with changes in gene expression, we designed a second protocol, in which we weighed the animals and harvested peripheral blood samples at 7 different day points (NX-0, CH-1, CH-3, CH-7, CH-14, REC-7 and REC-14; Figure 1B). Figure 4A shows the decreasing FiO_2_ levels during protocol 2, namely CH from 21% down to 8% and then the recovery at 21%. The average body weight (BW) decreased during CH exposure (Figure 4B), reaching the minimum at CH-14 (Table 3). However, the BW rapidly recovered from CH returning to similar levels as NX-0 at REC-7. Hematocrit significantly increased at CH-7, reaching its maximum level at CH-14 (Table 3). After return to normoxia, the hematocrit remained significantly above NX-0 levels until REC-7 (Figure 4C), returning to a normal level on REC-14. The relative amount of reticulocytes significantly increased at CH-7 (Table 3), and correlated to the first significant rise of the hematocrit on CH-7 rather than at day 14 of CH when the hematocrit peaked.

**Figure 4:**
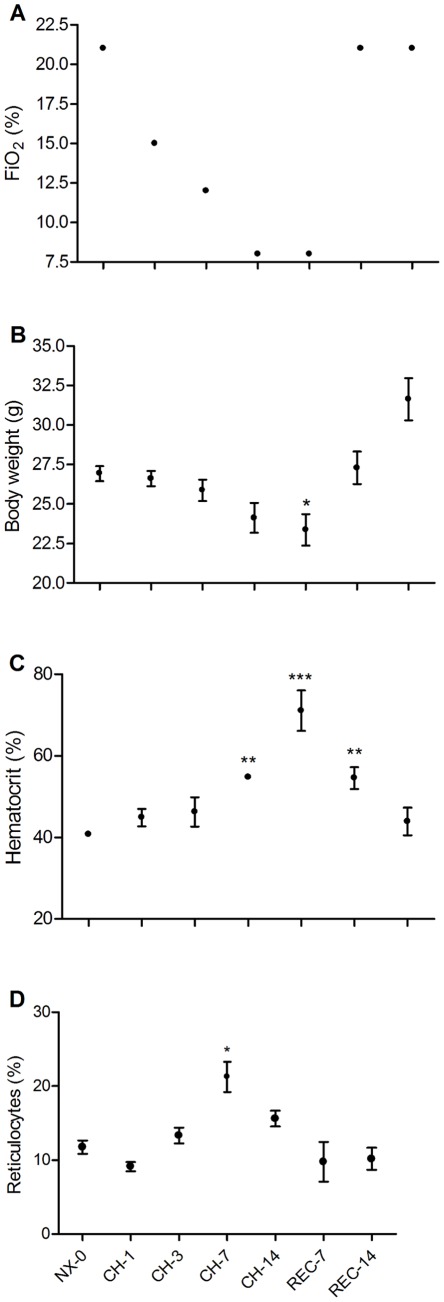
Effect of CH and REC on body weight, hematocrit and reticulocytes. A. FIO_2_ was reduced from 21% to 8% (CH) over a two week period, to return to 21% for two weeks (REC). B. Body weight (BW) was reduced during CH and rapidly returned to a normal level during REC. C. Hematocrit increased during CH and returned to normal levels after 14 days of REC. D. Relative amount of reticulocytes increased until day 7 of CH and then returned to normoxic levels (NX) during REC. Mean ± SEM; n = 5 per day point. * p>0.05; ** p>0.01; *** p>0.001, relative to NX-0.

**Table 3:** Body weight and hematological response to CH and recovery exposures.

Day	FiO_2_ (%)	BW (g)	Hematocrit (%)	Reticulocytes (%)
**NX-0**	21	26.94±0.21	40.80±0.20	11.76±0.90
**CH-1**	15	26.62±0.22	44.90±0.94	9.13±0.62
**CH-3**	13	25.88±0.30	46.30±1.61	13.33±1.05
**CH-7**	8	24.12±0.42	54.80±0.12**	21.26±2.05*
**CH-14**	8	23.38±0.44 *	71.10±2.20***	15.62±1.07
**REC-7**	21	27.30±0.46	54.58±1.19**	9.77±2.68
**REC-14**	21	31.64±0.59	43.94±1.51	10.17±1.49

Values in Mean ± SEM. Significant differences compared to day 0.

* p<0.05.

** p<0.01.

*** p<0.001.

### Validation of Gene Expression by qPCR and Characterization of Potential Biomarkers for CH and REC

In order to independently validate our profiling as well as to extend our studies toward identifying novel biomarkers in peripheral blood from mice challenged to CH and REC, we selected three candidate genes detected in our microarray study: spectrin α-1 (Spna1), ubiquitin family domain containing 1 (Ubfd1) and pyrroline-5-carboxylate reductase 1 (Pycr1). We performed qPCR analyses on independent samples taken from different groups of animals at day NX-0, CH-1, CH-3, CH-7 and CH-14 during hypoxia exposure and at REC-7 and REC-14 (Protocol 2, Figure 1B). To correlate the expression of our set of genes with the hematopoietic response to hypoxia, we also studied the gene expression level of CD36, a known marker for erythroid progenitors [12]. The fold changes were compared to levels at day 0 (Table 4). As shown in Figure 5, CD36 levels significantly increased its expression level only at CH-7, reaching its maximum at CH-14; once returned to normoxic conditions the expression of CD36 decreased significantly and remained down-regulated at REC-14 (Figure 5A). The expression of Spna1 increased significantly one day earlier than CD36, i.e. at CH-3 and remained up-regulated during CH exposure; nevertheless, during REC the expression of Spna1 decreased, reaching the lowest level at REC-14 (Figure 5B). As predicted by the microarray profile, the expression of Ubfd1 was significantly below normoxic levels during the entire period of CH exposure and remained down-regulated over the 2 weeks of REC (Figure 5C). Finally, consistent with the microarray predictions, Pycr1 expression showed an early response with a significant increase at CH-3 and remained up-regulated throughout CH exposure until REC-14 (Figure 5D).

**Figure 5:**
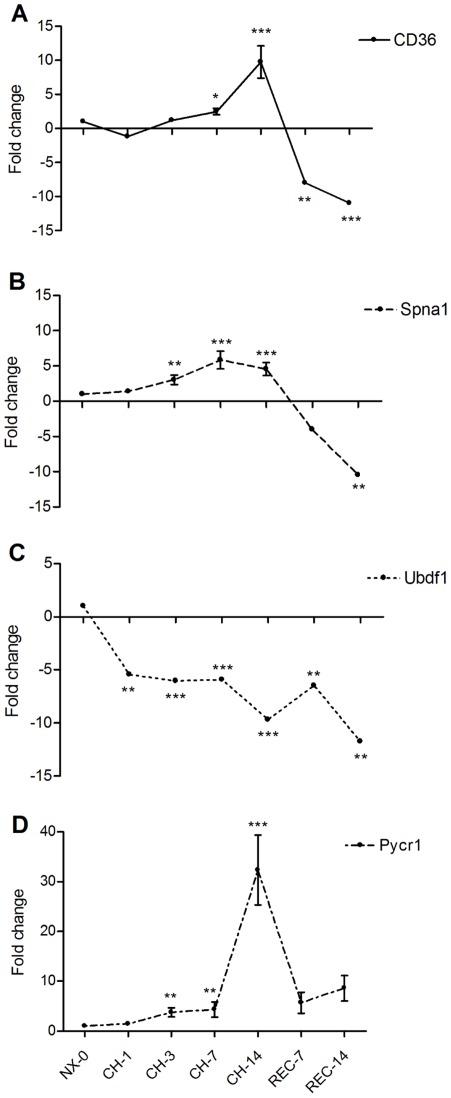
Expression of whole peripheral blood biomarkers exposed to chronic hypoxia. Real time qPCR was normalized using the expression of β-actin as a housekeeping control. A. CD36 as a marker for erythropoiesis increased the expression level during chronic hypoxia (CH), but decreased below normoxic levels during REC. B. Spna1 presented a similar pattern as CD36, by increasing its gene expression level during CH and decreasing it below normoxic levels after REC. C. Ubfd1 remained down-regulated during the entire protocol of CH and REC. D. CH up-regulated Pycr1 which remained up-regulated for 14 days of REC. Mean ± SEM; n = 5 per day point. * p>0.05; ** p>0.01; *** p>0.001 Relative to NX-0.

**Table 4:** Gene expression response to CH and REC exposure.

Day	CD36	Spna1	Ubdf1	Pycr1
**CH-1**	−1.18±0.13	1.39±0.29	−5.44±0.04 (0.002)	1.45±0.37
**CH-3**	1.20±0.25	3.04±0.67 (0.015)	−6.04±0.04 (0.001)	3.76±0.90 (0.008)
**CH-7**	2.46±0.48 (0.012)	5.84±1.28 (0.001)	−5.91±0.04 (0.001)	4.36±1.54 (0.002)
**CH-14**	9.76±2.38 (0.001)	4.56±0.93 (0.001)	−9.69±0.10 (0.001)	32.31±7.00 (0.001)
**REC-7**	−8.00±0.04 (0.001)	−4.02±0.09	−6.47±0.05 (0.001)	5.71±2.11
**REC-14**	−10.97±0.02 (0.002)	−10.46±0.03 (0.033)	−11.75±0.03 (0.018)	8.62±2.54

Fold changes values compared to Day 0 (NX-0). Values are in Mean ± SEM. Significant *p*-values are shown in brackets.

## Discussion

Our goal in this study was to identify the systemic and temporal changes in gene expression occurring in blood during the exposure and recovery from hypoxia to identify novel genes to be used as possible reference genes (biomarkers) detectable by qPCR in small samples of peripheral blood. Since all blood cells were used rather than sorted by cell types, we cannot attribute contribution of gene changes to specific peripheral blood cell type or types, and thus discuss the changes in gene expression and analyses as an effect of CH present in the whole peripheral blood.

Out of 230 differentially regulated transcripts found to be differentially regulated, we did not identify any differentially expressed transcripts from the list of 86 HIF-regulated genes that have been detected in a stringent meta-analysis across 6 cell types [11]. However, we did identify 5 genes differentially expressed in liver from mice exposed to CH [10] (solute carrier family 16, B-cell translocation gene 3, testis-specific protein; Y-encoded-like 1, CD36 antigen and preimplantation protein 4). 

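Slc16a10, a transporter of aromatic amino acids, had a signal of 413 ± 79.8 in NX, 7397 ± 1666 in CH and 59.6 ± 7.69 in REC (SD, n = 4 arrays each). Its log2 changes were 4.10 (standard error 0.24, adjusted p = 4.10e-07) in CH and -2.49 (standard error 0.24, adjusted p = 2.61e-04) in REC against NX. Its other 3 probe sets rose in CH by 4.25, 1.12 and 3.10. In REC the first and second had -0.47 and 0.03 (adjusted p = 0.449 and 0.987), not passing the test, and the last was lower at -1.96. Slc16a1, the monocarboxylate transporter of lactate, had a log2 change of 1.52 in CH, which turned to -0.05 with the hybridization control scaling, and -0.66 (standard error 0.22, adjusted p = 0.103) in REC, which did not pass the test. The probe set of Btg3, an antiproliferative protein, which names several genes in the annotation used here, had log2 changes of 3.28 in CH and -1.82 in REC. Both probe sets of Tspyl1, a nucleosome assembly protein, rose in CH, by 2.85 and 2.44, and changed by -1.43 and -1.23 in REC. For the first, NX replicate 4 stood apart from the other NX arrays. The REC call of the second ended under quantile normalization (-0.97) and with the hybridization control scaling (-0.69), which also ended that of the first (-0.64). Preimplantation protein 4, now named Gpcpd1, a glycerophosphodiesterase, had 2.31 in CH and -1.16 in REC at the study's probe set, and its other 3 probe sets had -0.34, 0.56 and -0.36 in CH, none of them called there. In REC these had -1.15, -1.25 and -0.98, of which the first and second were called lower. The REC call of the study's probe set was lost without NX replicate 2 or 3 or REC replicate 1, 2 or 3 (log2 change -1.02 to -1.15). Including Cd36, all 7 probe sets were higher in CH and 6 lower in REC by limma. The study chose these genes on these samples, so their directions are not independent evidence.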

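Slc6a9, the glycine transporter of erythroid cells, rose in CH by a log2 change of 4.17 (standard error 0.35, adjusted p = 3.19e-06), Calcrl, a receptor of calcitonin gene-related peptide, by 3.81. The other 2 probe sets of Calcrl had 0.29 and 0.20 in CH and were not called. Ranbp10, a microtubule-binding protein, rose by 3.60, and Rmnd5a, a subunit of a ubiquitin ligase complex, by 3.52. In REC, Tmcc2 fell below NX by 3.65, Sh3glb1, a protein of membrane curvature and autophagy, by 2.16, Rmnd5a by 2.12 and Ranbp10 by 1.98 on the log2 scale. Ackr1, the Duffy antigen, rose in CH by 3.03 and had -1.12 (standard error 0.35, adjusted p = 0.0898) in REC, which did not pass the test. The probe set listed for Ndufab1, an acyl carrier protein of mitochondria, had -1.97 in CH and 1.19 (standard error 0.34, adjusted p = 0.0604) in REC, not passing the test there. It passed without any 1 of the CH arrays, at the same log2 change. Of the 15 probe sets that Table S3 lists, 13 were higher and 2 lower in CH, 13 were lower in REC, 12 were in class II, and 1, Ubfd1, was lower in both. Map4k5, a protein kinase, had 2.49 in CH and -1.74 in REC, of which the CH call was lost with the hybridization control scaling (0.92), and Dcun1d1, a factor of cullin neddylation, 2.69 in CH and -1.65 in REC. Of 26 other probe sets of these genes, 14 were higher in CH, 1 lower there, 10 lower in REC and 8 higher in CH and lower in REC. For Tbcel, a tubulin-binding protein with 1.75 in CH and -1.58 in REC, CH replicate 1 stood apart from the other CH arrays, and both calls were lost with the hybridization control scaling (0.15 and -0.79). The REC call of Usp40, a ubiquitin-specific peptidase with 2.38 in CH and -1.52 in REC, was lost without NX replicate 2, 3 or 4 or REC replicate 2, 3 or 4 (log2 change -1.11 to -1.60), and its other 3 probe sets were not called in CH or in REC. The genes were matched by the study on these samples, so their directions are not independent evidence.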

Another comparison of our differentially regulated genes with a set of genes derived from bone marrow of mice exposed to intermittent hypoxia also revealed only 15 genes to be in common as shown in Supplemental Table S3 [16]. These comparisons show that HIF may not directly regulate the expression of our 230 transcripts during CH and support the evidence that while HIF is important during the acute phase response during hypoxia to regulate local and systemic mechanisms that underpin oxygen sensing [9], [10], it may not play a major role in the chronic phase of acclimatization to CH. However, comparisons with 11 other studies who have studied the effects of hypoxia across different species and tissues using differing experimental protocols for hypoxia exposure revealed no genes in common with our expression profile suggesting its specificity to tissue type and condition studied [17], [18], [19], [20], [21], [22], [23], [24], [25], [26], [27].

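Of 37 measured targets of HIF, listed from textbook knowledge and not the list the paper cites, 1 was higher in CH, Mxi1, an antagonist of Myc, at a log2 change of 2.27 (standard error 0.27, adjusted p = 3.99e-05), and 8 were lower. The lower ones included Ddit4, an inhibitor of mTOR signalling, at -2.67 (standard error 0.44, adjusted p = 5.03e-04), Bhlhe40, a transcriptional repressor of the circadian clock, at -1.94, and Cited2, an inhibitor of HIF transcription, at -1.71. In REC 2 targets were higher than in NX, the mitochondrial proteins Higd1a at 1.34 and Fam162a at 1.05, and none was lower. The count was 1 higher and 8 lower when adjusted over the list alone in CH and 2 higher and 0 lower when adjusted over the list alone in REC, and no HIF target of the list was in class II. Camera did not set the list apart from other genes in CH (adjusted p = 0.196) or in REC (adjusted p = 0.921). Of 21 genes of glycolysis and lactate transport, 5 were higher in CH, Hk1, Gapdh, Pklr, Bpgm and Slc16a1, and 3 lower, Tpi1 at -1.92, Pfkp and the glucose transporter Slc2a1 (5 higher and 3 lower when adjusted over the list alone; adjusted p = 0.937). Gapdh, at 1.39, turned to -0.16 under quantile normalization and -0.22 with the hybridization control scaling, where Mxi1 at 0.65 and Bpgm at 0.19 were no longer called. In REC 1 was lower, Bpgm, which makes the hemoglobin effector bisphosphoglycerate, at -1.46 (0 higher and 1 lower when adjusted over the list alone; adjusted p = 0.285). That call was lost without NX replicate 1 or 4 or REC replicate 2 or 3 (log2 change -1.24 to -1.38), and the call of Fam162a without NX replicate 1, 2 or 4 or REC replicate 1, 2, 3 or 4 (log2 change 0.94 to 1.10). From its own comparisons with published lists, the paper proposes that HIF may not regulate its transcripts directly during CH and may act mainly in the acute phase.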

As a systemic response for acclimatization to CH, we observed a significant loss of BW over the period of CH exposure, reaching its lowest level at the end of the CH protocol (CH-14), confirming previous reports [28]. However, during recovery, the BW rapidly recovered to similar levels as before CH exposure. Hypoxia-induced BW loss has been extensively reported [28], [29], [30], [31], [32]. The mechanisms involving BW loss are thought to be mediated mainly by carbohydrate and lipid metabolisms. The glucose metabolism has been extensively studied and is considered a major energy pathway involved in the response to hypoxia [8]. Subjects lost weight and did not increase their blood sugar level despite drinking 100 grams of glucose after a 17 days-expedition to the Chilean Andes exposed to high altitude (5340 MASL) [33]. CH induces the expression of glucose transporter (GLUT) types 1 and 4 in rat cardiac and skeletal muscles [29], [32] and GLUT1 in the brain blood barrier [30], suggesting that the lower plasma glucose induced by CH leads to higher expression and activity of GLUT in several tissues. Finally, hypoxia inhibits liver gluconeogenesis, subsequent to a reduction in phosphoenolpyruvate carboxykinase activity [34]. Together, these results suggest that the loss of BW during CH exposure may be attributed to increased carbohydrate catabolism.

A novel mechanism for BW regulation during hypoxia may involve the leptin pathway, which is a regulator of BW and lipid metabolism during hypoxia. Leptin is an obese (ob) gene product and its mature form contains a 167 amino-acid peptide hormone [35]. It is produced in adipose tissue [36], placenta [37], stomach [38], muscle tissue [39], and cerebral adenohypophysis and hypothalamus [40]. The action of leptin is mediated by 6 different isoforms of the receptor present in the hypothalamus [41], [42], regulating BW by suppressing food intake and increasing the energy expenditure, glucose and fatty acid metabolism, hematopoiesis and immune system [43], [44], [45], [46]. The ob gene contains a HRE site that can be bound by HIF in its 5′-untranslated region inducing up-regulation of leptin expression under hypoxic challenges [47], [48]. Recently, Baze *et al.* showed that chronic exposure to hypobaric hypoxia (4500 MASL) increases the leptin receptor expression in liver samples [10]. In concordance with those results, rats exposed during 90 days at 5500 MASL showed an increase of lipid metabolism in both liver and skeletal muscle [49]. These results suggest that fatty acid catabolism, hematopoiesis and energy expenditure are important factors for acclimatization to hypoxia and that the leptin pathway may play a profound role as a part of the mechanism for BW regulation noted during CH acclimatization.

We observed that CH and REC treatments had significant effects on classical peripheral blood parameters. The hematocrit level increased from 40% at NX to 54% and 74% at CH-7 and CH-14, respectively. The levels of hematocrit from CH-14 only returned to similar levels of NX-0 normal levels after 14 days of REC. Interestingly, the hematocrit at REC-7 presented similar levels as CH-7, suggesting that the turnover of erythrocytes is similar during the waxing and waning of hematopoeisis during CH and REC. It is well established that hypoxia induces EPO expression under either physiological or pathophysiological conditions, resulting in an increase of reticulocyte, hematocrit and hemoglobin concentration [1], [50]. While the relative numbers of reticulocytes were noted to be increased at CH-3 compared to NX-0, the increase became significant at CH-7, but did not continue to increase after 14 days of CH compared to CH-7. Rather, the expression level decreased, but still remained above normoxic level. The percentage of reticulocytes showed similar levels as at NX-0 once returned to REC. Our results are in concordance with studies performed in humans exposed to either intermittent or continuous CH (7 days, FiO_2_ 15.4%) which reported an increase of the relative amount of reticulocytes on the 5^th^ and 7^th^ day [51]. The hypoxia-induced increase in reticulocytes is also known to occur during prolonged hypoxic exposure. After a 21-day expedition to the Andes with continuous exposure above 4000 MASL (maximum of 6768 MASL), subjects submitted to four hours in a hypobaric chamber (4500 MASL, 443 mmHg) showed a new increase in the number of reticulocytes, as well as in the percentage of red blood cells [31]. This result shows the capacity of colony forming unit-erythroid to response to new hypoxic challenge and continue to form new reticulocytes. [31]. This hypoxia-mediated reticulocytosis phenomenon has also been reported in animals, with a slightly different time-course response. A study using rats exposed to a hypobaric hypoxia protocol (21 days at 0.5 atm; PB 380 mm Hg) showed an increase in the relative number of reticulocytes on day 3, reaching the maximum on day 7, before returning to normal levels on day 14. However, the reticulocytes reached a new peak on day 21 of the protocol [52]. These results suggest a negative feedback on the hypoxia-induced reticulocytes formation, which reaches its maximum after 5–7 days of hypoxia before decreasing to normal levels, as we have described here.

One of the major aims of our study was to analyze the expression profile to identify and validate novel genes that could be used as reference genes (biomarkers) of CH and REC. Towards this goal we studied the expression levels of Spna1, Ubfd1 and Pycr1 as well as the previously characterized CD36 gene expression in detail. The pattern of differential expression of Spna1 paralleled changes in hematocrit during CH and REC, while Ubdf1 and Pycr1 genes were down- and up-regulated respectively, during the CH and REC periods. CD36 is a 88 KDa cell surface protein that belongs to an evolutionary conserved Class B scavenger receptors family [53], [54]. The expression of CD36 in erythroid cells is limited to reticulocytes, absent in mature erythrocytes [55], [56] and has been used as a marker for early erythroid cells [12]. Acute hypoxia up-regulates CD36 in intrapulmonary arteries via activation of HRE mediated by HIF [57], [58]. 

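Cd36, a scavenger receptor carried by reticulocytes among erythroid cells, had a signal of 289.9 ± 128 in NX, 3917 ± 1015 in CH and 94.3 ± 31.7 in REC (SD, n = 4 arrays each) at the probe set of the study. These are a 13.3-fold increase in CH, a log2 change of 3.73 (standard error 0.32, adjusted p = 3.38e-06) from limma, and a log2 change of -1.43 (standard error 0.32, adjusted p = 0.0196) in REC against NX. Its other 2 probe sets rose in CH by 3.02 and 2.31, and in REC had 0.10 and 0.06 (adjusted p = 0.918 and 0.960), not passing the test. The 4 CH arrays lay above the 4 NX arrays at each of the 3 probe sets. The REC call was lost without NX replicate 2 or 3 or REC replicate 2 or 3 (log2 change -1.18 to -1.38), with median centring (-1.27) and with the hybridization control scaling (-0.73).

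**Figure D3:**
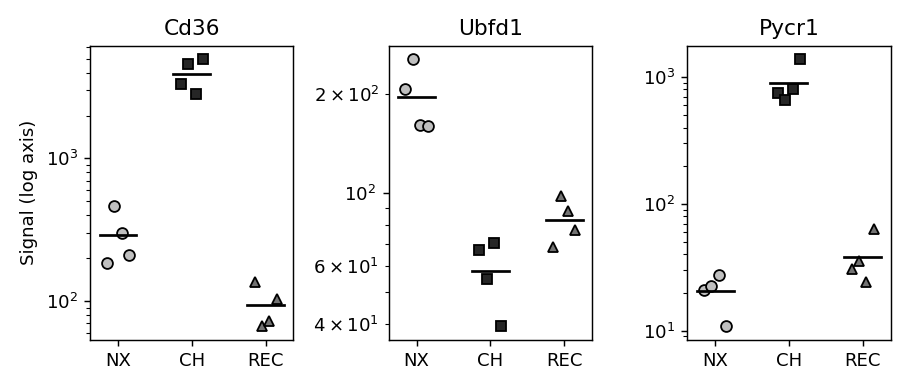
Signal of Cd36, Ubfd1 and Pycr1 on each of the 12 arrays at the probe sets of the study, on log axes, with 1 point per array and a line at the mean of each group. Cd36 is highest in CH and lowest in REC, Pycr1 is highest in CH, and Ubfd1 is highest in NX.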

In our microarray analysis, CD36 was up-regulated in mice peripheral blood during CH (fold-change 16.65) and then down-regulated during REC (fold-change -2.85). This pattern of expression was confirmed by qPCR in our extended time-point protocol 2, showing a significant increase in CD36 expression already after day 2 of CH and a marked down-regulation upon return to normoxia. The significant increase partially overlapped with the increased relative amount of reticulocytes on CH-7. This difference may be explained by the proliferation of reticulocytes induced by hypoxia [59]. Nevertheless, the expression of CD36 was completely suppressed by REC, suggesting that reticulocyte proliferation activity was also reduced during REC.

Spna1 is a 280 KDa subunit of the spectrin cytoskeletal protein [60], [61], [62], [63]. Spectrin is a major constituent of red blood cell membranes and responsible for resistance to mechanical stress, cellular form and anchors for other proteins such as hemoglobin receptors and channels [64], [65]. Our results suggest that in whole blood samples, Spna1 expression is increased in response to CH. However its expression level declined during REC reaching NX levels, paralleling changes in hematocrit.

Ubfd1 is a novel polyubiquitin binding protein [66]. Although hypoxia-induced changes in expression have not previously been described, analysis of primary data (GEO number GDS1807) in a study using a human lymphocyte cell line exposed to FiO_2_ 0.1% for 29 hours demonstrated down-regulation of two transcripts (224878_at and 20568_at) of this gene [67]. These data are in agreement with our demonstration that Ubfd1 expression is sensitive to CH and remained significantly down-regulated from the beginning of the hypoxic exposure until several days after the REC.

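On the arrays, Ubfd1, a polyubiquitin-binding protein, had a signal of 196 ± 44.9 in NX, 58.0 ± 14.2 after 14 days of CH and 82.9 ± 12.7 after 14 days of REC (SD, n = 4 arrays each) at the probe set of the study. The log2 change was -1.51 (standard error 0.24, adjusted p = 3.62e-04) in CH and -1.08 (standard error 0.24, adjusted p = 0.0189) in REC against NX. The log2 change between CH and REC of -0.43 (standard error 0.24, adjusted p = 0.172) did not pass the test. A second probe set of Ubfd1 was also lower in CH, at -1.17, and had 0.14 in REC. The other 2 had 0.24 and -0.41 in CH, which did not pass the test. With the hybridization control scaling the first of these was called lower (-1.15). The REC call was lost without NX replicate 1 or 2 or REC replicate 1, 3 or 4 (log2 change -0.96 to -1.11), and under quantile normalization (-0.87), median centring (-0.92) and the hybridization control scaling (-0.38).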

Pycr1 is a mitochondrial enzyme that converts pyrroline-5-carboxilic acid into proline in a NAD(P)H-dependent reaction [68]. Pycr1 generates an oxidizing potential to stimulate the metabolism of glucose through the hexose monophosphate-pentose pathway and the Embden-Meyerhof pathway, an important pathway in erythrocytes [69]. The increase of Pycr1 expression during CH suggests an increase of erythrocyte metabolism and glucose consumption in order to increase the amount of NAD(P)^+^, not limiting the production of ATP via the anaerobic pathway of glycolysis. In astrocytes, 24 hours of hypoxia up-regulates Pycr1 expression and has been shown to be mediated by p53 [70]. In our profile, Pycr1 expression increased upon CH challenge, increased its expression further during CH and remained above the normoxic expression level even after 14 days of REC.

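Pycr1, a mitochondrial enzyme of proline synthesis, had a signal of 20.5 ± 7.02 in NX, 898 ± 328 after 14 days of CH and 38.2 ± 17.3 after 14 days of REC (SD, n = 4 arrays each). The log2 change was 4.61 (standard error 0.29, adjusted p = 5.86e-07) in CH, and 0.55 (standard error 0.29, adjusted p = 0.367) in REC against NX, which did not pass the test. The signal in NX is near the lower end of the arrays, where the added 16 lowers the fold change. The probe set has no gene name in the annotation used here and is named as in Table S1. Of 31 genes of proline, serine and one-carbon metabolism and targets of ATF4, 11 were higher in CH, 2 lower and 18 not called (adjusted p = 0.114 with an estimated correlation). At the probe sets used for this list, each the brightest of its gene, Asns had 5.69 and Mthfd2 5.46.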

In conclusion, we describe the molecular signature for whole peripheral blood samples from mice challenged to CH and REC. The expression profile of genes separable into four distinct temporal categories (I-IV) using our criteria offers novel biomarkers to monitor a variety of physiological and pathological conditions associated with exposure to hypoxia and during recovery. While methods such as pulse oximetry or blood gas analysis are accurate and useful for detecting hypoxia as it occurs, they present limited utility in terms of being able to report prior occurrence of hypoxia or indeed recovery from prior hypoxic exposure. In contrast to using increased hematocrit levels as a marker for prior hypoxia exposure, the suggested gene-based biomarkers may be able to distinguish between chronic hypoxia and recovery from hypoxia with greater accuracy and independent of clinical states that often accompany hypoxia (e.g. volume dysregulation) which may falsely alter hematocrit levels. We believe that the novel biomarkers described here may be used to detect prior hypoxic exposure of up to 2 weeks duration either in isolation or as a combination (e.g. from Categories II & IV) analogous to the manner in which HbA1c is used to report the average blood glucose level over the previous month rather than just at the time of the test while managing patients with Diabetes. We believe that these potential novel biomarkers will be of great benefit to the research community and clinicians as it enables the detection of hypoxia in a post hypoxic state. However, we think it will be important to test the biomarkers identified here in a variety of animal models and clinical settings prior to their utilization.

## Supporting Information

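The copy of the table used here holds 229 of the 230 transcripts, among them 201 of the 202 that rose in CH and fell in REC. These 201 had a median log2 change of 2.86 in CH and -1.41 in REC, and 168 of them were called both ways by limma. The single transcript that rose in both, Pycr1, was called in CH alone. Of the 18 that fell in CH and rose in REC, 14 were called in CH, 4 in REC and 2 in both, and of the 9 that fell in both, 7 were called in both. All 229 had the direction of the table in CH and in REC, 224 were called in CH, 180 in REC and 177 in both. Across these transcripts, which are not independent replicates, the log2 changes correlated with those of the paper's table at Pearson's r = 0.906 and Spearman's rho = 0.726 in CH and r = 0.978 and rho = 0.939 in REC, with a slope of 0.677 in CH and 0.681 in REC. The study chose them on these samples, so their direction is not independent evidence; 113 were called in both with median centring and 80 with the hybridization control scaling.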

Table S1 **Differential gene expression in both CH and REC conditions.**
(XLS) Click here for additional data file.

Table S2 **Significantly enriched clusters using DAVID.**
(XLS) Click here for additional data file.

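Under the term ubiquitin cycle, the table lists 23 probe sets, and all 23 were higher in CH by limma and 20 lower in REC, with median log2 changes of 2.77 and -1.52. Among them, Hectd4, a ubiquitin ligase, had 4.10 in CH and -1.68 in REC, Yod1, a deubiquitinase of endoplasmic reticulum quality control, 2.61 and -2.29, Fbxo7, a substrate receptor of ubiquitin ligases, 2.96 and -1.61, and Trip12, another ligase, 2.77 and -1.07, of which the last did not pass the test. Under erythrocyte differentiation it lists 5 probe sets, all higher in CH, of which 4 were lower in REC, with medians of 2.89 and -1.40. They include Rb1, the retinoblastoma protein, at 2.86 in CH and -1.40 in REC, and Epb42 at 3.30 and -0.85, the last not passing the test. The study chose these probe sets on these samples, so their direction is not independent evidence. With median centring 1 of the 5 was called both ways, as without NX replicate 4, REC replicate 2 or REC replicate 3, and with the hybridization control scaling 6 of the 23 and 1 of the 5.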

Table S3 **Differentially expressed genes in common with Gharib SA et al., Sleep. 2010 Nov;33(11):1439–46.** Common genes expressed in our study after chronic hypoxia exposure and Gharib et al. studying bone marrow of mice exposed to intermittent hypoxia.
(XLS) Click here for additional data file.

## References

[1] Windsor JS, Rodway GW (2007). Heights and haematology: the story of haemoglobin at altitude.. Postgrad Med J.

[2] Kellogg RH (1978). “La Pression barometrique”: Paul Bert’s hypoxia theory and its critics.. Respir Physiol.

[3] Jelkmann W (1986). Erythropoietin research, 80 years after the initial studies by Carnot and Deflandre.. Respir Physiol.

[4] Ebert BL, Bunn HF (1999). Regulation of the erythropoietin gene.. Blood.

[5] Miyake T, Kung CK, Goldwasser E (1977). Purification of human erythropoietin.. J Biol Chem.

[6] Fisher JW (2003). Erythropoietin: physiology and pharmacology update.. Exp Biol Med (Maywood).

[7] Wang GL, Semenza GL (1995). Purification and characterization of hypoxia-inducible factor 1.. J Biol Chem.

[8] Wenger RH (2000). Mammalian oxygen sensing, signalling and gene regulation.. J Exp Biol.

[9] Stroka DM, Burkhardt T, Desbaillets I, Wenger RH, Neil DA (2001). HIF-1 is expressed in normoxic tissue and displays an organ-specific regulation under systemic hypoxia.. Faseb J.

[10] Baze MM, Schlauch K, Hayes JP (2010). Gene expression of the liver in response to chronic hypoxia..

[11] Benita Y, Kikuchi H, Smith AD, Zhang MQ, Chung DC (2009). An integrative genomics approach identifies Hypoxia Inducible Factor-1 (HIF-1)-target genes that form the core response to hypoxia.. Nucleic Acids Res.

[12] Rogers HM, Yu X, Wen J, Smith R, Fibach E (2008). Hypoxia alters progression of the erythroid program.. Exp Hematol.

[13] Dennis G, Jr, Sherman BT, Hosack DA, Yang J, Gao W (2003). DAVID: Database for Annotation, Visualization, and Integrated Discovery.. Genome Biol.

[14] Huang da W, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources.. Nat Protoc.

[15] Houwen B (2002). Blood film preparation and staining procedures.. Clin Lab Med 22: 1–14,.

[16] Gharib SA, Dayyat EA, Khalyfa A, Kim J, Clair HB (2010). Intermittent hypoxia mobilizes bone marrow-derived very small embryonic-like stem cells and activates developmental transcriptional programs in mice.. Sleep.

[17] Balbir A, Lee H, Okumura M, Biswal S, Fitzgerald RS (2007). A search for genes that may confer divergent morphology and function in the carotid body between two strains of mice.. Am J Physiol Lung Cell Mol Physiol.

[18] Gaber T, Haupl T, Sandig G, Tykwinska K, Fangradt M (2009). Adaptation of human CD4+ T cells to pathophysiological hypoxia: a transcriptome analysis.. J Rheumatol.

[19] Hammond EM, Mandell DJ, Salim A, Krieg AJ, Johnson TM (2006). Genome-wide analysis of p53 under hypoxic conditions.. Mol Cell Biol.

[20] Juul SE, Beyer RP, Bammler TK, McPherson RJ, Wilkerson J (2009). Microarray analysis of high-dose recombinant erythropoietin treatment of unilateral brain injury in neonatal mouse hippocampus.. Pediatr Res.

[21] Komor M, Guller S, Baldus CD, de Vos S, Hoelzer D (2005). Transcriptional profiling of human hematopoiesis during in vitro lineage-specific differentiation.. Stem Cells.

[22] Roiniotis J, Dinh H, Masendycz P, Turner A, Elsegood CL (2009). Hypoxia prolongs monocyte/macrophage survival and enhanced glycolysis is associated with their maturation under aerobic conditions.. J Immunol.

[23] Gheorghe CP, Mohan S, Oberg KC, Longo LD (2007). Gene expression patterns in the hypoxic murine placenta: a role in epigenesis?. Reprod Sci.

[24] Lai Y, Brandhorst H, Hossain H, Bierhaus A, Chen C (2009). Activation of NFkappaB dependent apoptotic pathway in pancreatic islet cells by hypoxia.. Islets.

[25] Pfafflin A, Brodbeck K, Heilig CW, Haring HU, Schleicher ED (2006). Increased glucose uptake and metabolism in mesangial cells overexpressing glucose transporter 1 increases interleukin-6 and vascular endothelial growth factor production: role of AP-1 and HIF-1alpha.. Cell Physiol Biochem.

[26] Salim A, Nacamuli RP, Morgan EF, Giaccia AJ, Longaker MT (2004). Transient changes in oxygen tension inhibit osteogenic differentiation and Runx2 expression in osteoblasts.. J Biol Chem.

[27] van den Beucken T, Magagnin MG, Jutten B, Seigneuric R, Lambin P (2011). Translational control is a major contributor to hypoxia induced gene expression.. Radiother Oncol.

[28] Pistilli EE, Bogdanovich S, Mosqueira M, Lachey J, Seehra J (2010). Pretreatment with a soluble activin type IIB receptor/Fc fusion protein improves hypoxia-induced muscle dysfunction.. Am J Physiol Regul Integr Comp Physiol.

[29] Dill RP, Chadan SG, Li C, Parkhouse WS (2001). Aging and glucose transporter plasticity in response to hypobaric hypoxia.. Mech Ageing Dev.

[30] Harik SI, Behmand RA, LaManna JC (1994). Hypoxia increases glucose transport at blood-brain barrier in rats.. J Appl Physiol.

[31] Savourey G, Launay JC, Besnard Y, Guinet A, Bourrilhon C (2004). Control of erythropoiesis after high altitude acclimatization.. Eur J Appl Physiol.

[32] Xia Y, Warshaw JB, Haddad GG (1997). Effect of chronic hypoxia on glucose transporters in heart and skeletal muscle of immature and adult rats.. Am J Physiol.

[33] Forbes WH (1936). Blood sugar and glucose tolerance at high altutides.. Am J Physiol.

[34] Pison CM, Chauvin C, Fontaine E, Catelloni F, Keriel C (1995). Mechanism of gluconeogenesis inhibition in rat hepatocytes isolated after in vivo hypoxia.. Am J Physiol.

[35] Ogawa Y, Masuzaki H, Isse N, Okazaki T, Mori K (1995). Molecular cloning of rat obese cDNA and augmented gene expression in genetically obese Zucker fatty (fa/fa) rats.. J Clin Invest.

[36] Zhang Y, Proenca R, Maffei M, Barone M, Leopold L (1994). Positional cloning of the mouse obese gene and its human homologue.. Nature.

[37] Hoggard N, Hunter L, Duncan JS, Williams LM, Trayhurn P (1997). Leptin and leptin receptor mRNA and protein expression in the murine fetus and placenta.. Proc Natl Acad Sci U S A.

[38] Bado A, Levasseur S, Attoub S, Kermorgant S, Laigneau JP (1998). The stomach is a source of leptin.. Nature.

[39] Wang J, Liu R, Hawkins M, Barzilai N, Rossetti L (1998). A nutrient-sensing pathway regulates leptin gene expression in muscle and fat.. Nature.

[40] Morash B, Li A, Murphy PR, Wilkinson M, Ur E (1999). Leptin gene expression in the brain and pituitary gland.. Endocrinology.

[41] Schwartz MW, Woods SC, Porte D, Jr, Seeley RJ, Baskin DG (2000). Central nervous system control of food intake.. Nature.

[42] Yingzhong Y, Droma Y, Rili G, Kubo K (2006). Regulation of body weight by leptin, with special reference to hypoxia-induced regulation.. Intern Med.

[43] Ahima RS (2000). Leptin and the neuroendocrinology of fasting.. Front Horm Res.

[44] Anubhuti, Arora S (2008). Leptin and its metabolic interactions: an update.. Diabetes Obes Metab.

[45] Friedman JM, Halaas JL (1998). Leptin and the regulation of body weight in mammals.. Nature.

[46] Ahima RS, Flier JS (2000). Leptin.. Annu Rev Physiol.

[47] Ambrosini G, Nath AK, Sierra-Honigmann MR, Flores-Riveros J (2002). Transcriptional activation of the human leptin gene in response to hypoxia. Involvement of hypoxia-inducible factor 1.. J Biol Chem.

[48] Grosfeld A, Andre J, Hauguel-De Mouzon S, Berra E, Pouyssegur J (2002). Hypoxia-inducible factor 1 transactivates the human leptin gene promoter.. J Biol Chem.

[49] Ou LC, Leiter JC (2004). Effects of exposure to a simulated altitude of 5500 m on energy metabolic pathways in rats.. Respir Physiol Neurobiol.

[50] Ou LC (1980). Hypoxia-induced hemoglobinemia: hypoxic threshold and pathogenic mechanism.. Exp Hematol.

[51] Koistinen PO, Rusko H, Irjala K, Rajamaki A, Penttinen K (2000). EPO, red cells, and serum transferrin receptor in continuous and intermittent hypoxia.. Med Sci Sports Exerc.

[52] Hill NS, Petit RD, Gagnon J, Warburton RR, Ou LC (1993). Hematologic responses and the early development of hypoxic pulmonary hypertension in rats.. Respir Physiol.

[53] Febbraio M, Hajjar DP, Silverstein RL (2001). CD36: a class B scavenger receptor involved in angiogenesis, atherosclerosis, inflammation, and lipid metabolism.. J Clin Invest.

[54] Serghides L, Smith TG, Patel SN, Kain KC (2003). CD36 and malaria: friends or foes?. Trends Parasitol.

[55] Telen MJ (2000). Red blood cell surface adhesion molecules: their possible roles in normal human physiology and disease.. Semin Hematol.

[56] Telen MJ (2005). Erythrocyte adhesion receptors: blood group antigens and related molecules.. Transfus Med Rev.

[57] Kwapiszewska G, Wilhelm J, Wolff S, Laumanns I, Koenig IR (2005). Expression profiling of laser-microdissected intrapulmonary arteries in hypoxia-induced pulmonary hypertension.. Respir Res.

[58] Mwaikambo BR, Yang C, Chemtob S, Hardy P (2009). Hypoxia up-regulates CD36 expression and function via hypoxia-inducible factor-1- and phosphatidylinositol 3-kinase-dependent mechanisms.. J Biol Chem.

[59] Gonzalez-Cinca N, Perez de la Ossa P, Carreras J, Climent F (2004). Effects of thyroid hormone and hypoxia on 2,3-bisphosphoglycerate, bisphosphoglycerate synthase and phosphoglycerate mutase in rabbit erythroblasts and reticulocytes in vivo.. Horm Res.

[60] Pascual J, Pfuhl M, Rivas G, Pastore A, Saraste M (1996). The spectrin repeat folds into a three-helix bundle in solution.. FEBS Lett.

[61] Shotton DM, Burke BE, Branton D (1979). The molecular structure of human erythrocyte spectrin. Biophysical and electron microscopic studies.. J Mol Biol.

[62] Speicher DW (1984). Structural and functional features of the alpha-1 domain from human erythrocyte spectrin.. Prog Clin Biol Res.

[63] Yan Y, Winograd E, Viel A, Cronin T, Harrison SC (1993). Crystal structure of the repetitive segments of spectrin.. Science.

[64] Baines AJ (2009). Evolution of spectrin function in cytoskeletal and membrane networks.. Biochem Soc Trans.

[65] Chakrabarti A, Kelkar DA, Chattopadhyay A (2006). Spectrin organization and dynamics: new insights.. Biosci Rep.

[66] Fenner BJ, Scannell M, Prehn JH (2009). Identification of polyubiquitin binding proteins involved in NF-kappaB signaling using protein arrays.. Biochim Biophys Acta.

[67] Kim JW, Tchernyshyov I, Semenza GL, Dang CV (2006). HIF-1-mediated expression of pyruvate dehydrogenase kinase: a metabolic switch required for cellular adaptation to hypoxia.. Cell Metab.

[68] Adams E (1970). Metabolism of proline and of hydroxyproline.. Int Rev Connect Tissue Res.

[69] Yeh GC, Phang JM (1980). The function of pyrroline-5-carboxylate reductase in human erythrocytes.. Biochem Biophys Res Commun.

[70] Mense SM, Sengupta A, Zhou M, Lan C, Bentsman G (2006). Gene expression profiling reveals the profound upregulation of hypoxia-responsive genes in primary human astrocytes.. Physiol Genomics.

How the deposited data were processed for this re-analysis (not part of the article)

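The data are Affymetrix Mouse 430 2.0 arrays of whole blood RNA from C57Bl/10 mice, 12 arrays with 4 mice in each of NX, CH and REC, 1 mouse per array. The deposited values are intensities on a linear scale, 1 signal per probe set and array. The authors scanned the arrays on an Agilent G2500A and kept the raw intensities in GCOS. The equal trimmed means of the deposited signals are what global scaling gives; the program that summarised them is not given in the sources used here. The authors' Methods name GC-RMA in Partek for their own analysis, a log2 scale on which these values are not, so log2(signal + 16) was taken, as had been set down for a linear table. The sources give no detection call, background value, batch or scan date. The signal behind each value, and the number of arrays, set the precision. The mapping of arrays to conditions follows the titles, the treatment field and the paper; 1 label field that calls the CH mice normoxic was not followed. All 12 arrays were used and compared as replicates that are different mice.

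Probe sets were named through the platform annotation, with symbols matched by gene number for 34754 of them. Of the 45101, 34958 name 1 gene, 932 several and 9211 none. A gene name was given from a probe set with a single gene, or from the paper's Tables S1 to S3 where the paper lists the probe set. A mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a constant prior, 9 residual degrees of freedom). CH was compared with NX, REC with NX and CH with REC. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over all 45101 probe sets and a change of at least 2-fold. The test across the 3 groups was limma's F test with a change of at least 2-fold in CH or REC. Classes I to IV are the probe sets called in both CH and REC against NX, by direction. Principal components were taken of the log2 signals centred per probe set. Distances to the group mean and the array measures were compared with exact two-sided permutation tests. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

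A total of 29 lists was fixed before the data were examined, as were the tests, the alternatives, and the rule for named genes. The lists were 19 of pathways and complexes and 10 of cell type markers, with 675 of 768 members measured. They were written with the paper's supplementary tables already read, and those tables come from these samples. The p-values of camera and of the exact test on these lists are therefore not independent evidence. 1 probe set per gene was used, that with the highest mean log2 signal among those naming 1 gene. The pathway lists are erythrocyte membrane and cytoskeleton, globins and globin chaperone, heme synthesis and iron handling, erythroid transcription factors and receptors, autophagy and organelle clearance, ubiquitin E1 and E2 enzymes, ubiquitin-specific peptidases, proteasome subunits, cell cycle and DNA replication, HIF targets, glycolysis, pentose phosphate and antioxidant, proline, serine and one-carbon metabolism and ATF4 targets, oxidative phosphorylation, cytosolic ribosomal proteins, ER chaperones and unfolded protein response, interferon response, leptin pathway and housekeeping genes. The marker lists are those of B cells, T cells, NK cells, neutrophils, monocytes, platelets and megakaryocytes, eosinophils, basophils and mast cells, hepatocytes, endothelium and haematopoietic progenitors. Each list was given as its number of members called higher or lower, also adjusted over the list alone, and was tested against the other genes with limma's camera at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over the lists of a comparison, and again with an estimated correlation per list. With the estimated correlation no list passed the threshold in any of the 3 comparisons. The number of list members in class II was tested with Fisher's exact test, one-sided, against all genes with a single-gene probe set.

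The rule for named genes took, for each comparison, the 10 called probe sets with the largest increase and the 10 with the largest decrease among those whose 4 arrays all lay on one side of the 4 arrays of the other group and that name 1 gene. In each list it took up to 4 called members with the largest change, and in each class the 4 probe sets with the largest summed change. It also took the genes the paper names from its arrays, of which 1 is not reported here. A value given for a gene is that of 1 probe set unless others are named. The paper's Table S1 was read before this rule was written.

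The alternatives were quantile normalization, median centring, leaving out the dimmer probe sets, the study's test per probe set without moderation, a trend and robust prior, stricter and looser thresholds, fitting only the 8 arrays compared, array weights, the replicate number as a block, leaving out each array, a pseudocount of 1, 1 probe set per gene, the mean of a gene's probe sets, and the scaling and probe sets of the principal components. Chosen after the values were seen were the scaling of each array on its 18 hybridization control probe sets, leaving out the 64 control probe sets and a limit of 100 on the signal of the brighter group. The number of calls was also counted under other groupings of the same arrays, 35 for each pair of groups and 100 drawn for the 3 groups. The procedure was tested on simulated signals with known changes of 2 sizes, in 100 probe sets each of the 45101, with a mean log2 signal over 7 in NX. For CH against NX it recovered 69% of changes of 1.50 and 96% of changes of 3 on the log2 scale and called 14 unchanged probe sets. For REC against NX it recovered 64% and 94% and called 9. Left out were the enrichment of Table S2 by DAVID, the real time PCR and the hematocrit, of which no array values exist, and any set test on the paper's shortened copies of its tables.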

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

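The tests of the array scaling for the surplus of lower calls and for class II, and that of young red cell RNA for class II, were chosen after the results were seen. Class II held 430 probe sets, with red cell membrane, heme and ubiquitin enzyme genes among them. The NX arrays shared by both comparisons move the changes in CH and in REC the same way (mean r = 0.499 in simulations of unchanged groups) and class II has opposite ones, so its 5.00 to 11.1 times the number of independent lists with these arrays divided 2 and 2 decides nothing. The tables argue against the array scaling as the whole cause, since class II held 305, 281 and 111 probe sets under quantile normalization, median centring and the hybridization control scaling, 4.26 to 21.9 times the number of independent lists. How far the scaling adds to it stays open: under the last, the median log2 change of the 430 went from 2.60 (interquartile range 1.05) to 0.99 (1.04) in CH and from -1.70 (0.84) to -1.01 (0.91) in REC, nearer the 2-fold threshold, and 111 of them were still called both ways. RNA of young red cells rising in CH and falling below NX in REC is a candidate explanation that stays open. By sign alone 81.4% of the 43 called members of the red cell membrane, globin and heme lists had that pattern. This share decides nothing, since the test was chosen after members of the membrane and heme lists were seen in class II. No share over all called probe sets stands beside it. In class II were 7, 0 and 7 members of these lists. The globin Hbb-b2 had a signal of 3998 ± 798 in NX, 20818 ± 8932 in CH and 2496 ± 173 in REC (SD, n = 4 arrays each). Hbb-b2 was not called in REC and lost its CH call under quantile normalization (0.72) and the hybridization control scaling (0.69). More RNA of young red cells cannot be told apart from a change of expression within the cells. The mice of the arrays have no count of reticulocytes. The percents of reticulocytes in the paper's Table 3, from other mice, are higher at CH-14 and lower at REC-14 than at NX-0. Neither is marked as different from NX-0. The hematocrit in the same Table 3 is marked as higher at CH-14 and is not marked at REC-14. A percent of reticulocytes among red cells therefore does not give their amount in the blood.

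Among markers of leukocytes, 17 of 18 of B cells, 14 of 17 of T cells, 7 of 12 of NK cells and 5 of 14 of monocytes were lower in CH and 1 NK cell marker, Prf1, higher, with median log2 changes of the lists of -2.14, -1.59, -1.26 and -0.97, and of 0.05 for neutrophils; with an estimated correlation none of these lists passed camera's test (adjusted p = 0.314 for B cells and 0.415 for the next 3). The tables argue against a lower share of all leukocyte RNA alike, since the lists lay apart by 2.19, more than the interquartile range of 1.19 of their pooled members. They argue against the array scaling as the whole cause, since the pooled median of -1.29 lay -0.707 from the -0.58 of random lists of the same mean log2 signal, of which 0 of 10000 were as low. Ighm, the heavy chain of IgM, fell from a signal of 2319.7 ± 284 to 498 ± 356 (SD, n = 4 arrays each). Fewer of some leukocytes in CH blood, and lower marker expression within these cells, are candidate explanations that were not tested, and with no cell counts both remain hypotheses found on these data.

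More probe sets were lower than higher in CH against NX, the higher ones being 36.6% of the calls and 45.8% without CH replicate 4, but 49.1% at an adjusted p under 0.001 and 91.0% (781 higher and 77 lower) with the Bonferroni adjustment, so the surplus goes with a stricter threshold. The tables argue against the array scaling as the whole cause at the threshold of the study, since 38.0% were higher under quantile normalization. The 26.8% with median centring and the 3.08% with the hybridization control scaling decide nothing. Both lower the CH changes as a whole, with the median log2 change of all probe sets at -0.05 and -0.71 in place of 0.11. A larger share of the signal on few transcripts stays open. The 100 brightest probe sets held 9.16 percentage points more of the signal in CH than in NX. Every CH array lay above every NX array in this share, but it was 21.0% in all in CH. The median log2 change was 0.11 over all probe sets, not below 0, but -0.34 with the dimmer probe sets left out. This median therefore decides nothing. A larger share on few transcripts cannot be told apart from a true fall of many transcripts, since the signals give shares and no amount of RNA. Red cell transcripts filling more of the RNA in CH is a biological candidate that the design names and that was not tested.

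Of 35 groupings of the 8 arrays of a comparison into 4 and 4, 1, the real one, reached the real count. For CH against NX there were 9910 calls against at most 3284 in another grouping. For REC against NX there were 1966 against at most 0, and for CH against REC 12554 against at most 0. A share of 1 in 35 is the smallest that these groupings allow, so chance is unlikely for each but not excluded. Of 100 groupings of all 12 arrays, again 1 reached the real count of the test across the 3 groups. It had 11281 calls against at most 10230 in another, which makes chance unlikely. For the probe sets called in both CH and REC there were 1023 against at most 2. That count depends on which group is the reference, and no grouping drawn kept the real groups with another reference. Its comparison therefore decides nothing. The grouping with 10230 calls keeps the 4 CH arrays together and exchanges 1 NX with 1 REC array.

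NX replicate 1 lay apart from the other NX arrays by Dixon's test in its median signal, 57.1, the percent of its probe sets below a signal of 16, 19.6 and its distance to the group mean, 116. Among the array measures and the signals of named genes, 32 of 612 groups of 4 arrays held an array apart by the same test, where chance gives about 1 in 20, or 30.6. CH replicate 1 stood apart for Tbcel at 2773, Ear3 at 19.9 and a probe set of Ubfd1 other than the study's at 359. At the study's probe set of Ubfd1, CH replicate 1 had a signal of 67.2. CH replicate 3 stood apart for Ddit4 at 794, Epb42 at 3598, Mpeg1 at 693 and Plac8 at 641. CH replicate 4 stood apart for Apoc2 at 45.4, Cnpy2 at 179.5, Hfe at 5.50 and Trip12 at 3355. NX replicate 1 stood apart for Tspan33 at 119. NX replicate 2 stood apart for Birc3 at 404, Epb42 at 65.8 and Stip1 at 662. NX replicate 3 stood apart for Bcl11a at 1077 and Ndufb6 at 411. NX replicate 4 stood apart for Tspyl1 at 2191, Calr at 3504, Cma1 at 22.5 and Hba-x at 12.2. REC replicate 1 stood apart for a probe set of Calcrl other than the study's at 4.51, Rpl14 at 262, Tpi1 at 1827 and Tspan33 at 65.3. REC replicate 2 stood apart for Rb1 at 271. REC replicate 3 stood apart for Apoc2 at 463. REC replicate 4 stood apart for Nqo1 at 112 and Stat3 at 285.

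Of the lists, 4 were set apart by camera in all 3 comparisons with opposite directions in CH and REC against NX, and for these the test of CH against REC gave a mean log2 difference of the list from the other genes, for the red cell membrane list 3.77 (adjusted p = 1.34e-16; adjusted p = 0.146 with an estimated correlation), the heme and iron list 3.05 (adjusted p = 1.09e-12; adjusted p = 0.146 with an estimated correlation), the ER chaperone list -1.12 (adjusted p = 3.59e-05; adjusted p = 0.279 with an estimated correlation) and the NK cell list -2.23 (adjusted p = 6.65e-05; adjusted p = 0.279 with an estimated correlation). The paper does not report the hybridization controls, whose mean log2 signal in CH minus that in NX was 1.62 and in REC minus that in NX -0.81. Nor does it report the rise in REC of 10 of 40 proteasome subunits and 31 of 71 genes of oxidative phosphorylation.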

How the results depend on the processing

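The hybridization control scaling, leaving out the control probe sets and the limit on the signal of the brighter group were chosen after the values were seen. Every count of probe sets or lists that was run stayed within 1.5 times its reported value under trend and robust prior, leaving out the control probe sets and the limit of 100 on the brighter group, with 7858 to 9948 probe sets in CH against NX, 1735 to 2056 in REC against NX and 8953 to 12686 in CH against REC. The values below are the counts that moved further, as the number of probe sets called unless lists are named, the shares of variance that moved by more than their SD over leaving out each array, and the spread whose permutation test changed its outcome. The fewer tested genes, and the thresholds, set the counts with 1 probe set per gene and at other thresholds by construction; for the others the cause was not tested.

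With median centring it was 281 for class II, 276 for class IV, 113 for the study's transcripts and 1 for the study's erythrocyte list. With the dimmer probe sets left out it was 252 for class IV and 59.3% on axis 1. With the study's test it was 89 for class IV and 2 for the study's erythrocyte list. At an adjusted p under 0.001 it was 3390 for CH against NX, 74 for REC against NX, 5505 for CH against REC, 5181 for the 3 groups, 56 for both CH and REC, 0 for class I, 37 for class II, 19 for class III, 0 for class IV, 30 for the study's transcripts, 3 for the study's ubiquitin list, 0 for the study's erythrocyte list and 8 for lists in CH against REC. With the Bonferroni adjustment it was 858 for CH against NX, 56 for REC against NX, 1701 for CH against REC, 1453 for the 3 groups, 25 for both CH and REC, 0 for class I, 22 for class II, 3 for class III, 0 for class IV, 19 for the study's transcripts, 0 for the study's ubiquitin list, 0 for the study's erythrocyte list and 8 for lists in CH against REC. At an unadjusted p under 0.05 it was 3411 for REC against NX, 526 for class III and 372 for class IV. With no fold threshold it was 271 for class IV. With only the 8 arrays compared it was 3075 for REC against NX and 289 for class IV. With array weights it was 3040 for REC against NX and 385 for class IV. With a pseudocount of 1 it was 865 for REC against NX, 516 for both CH and REC, 35 for class I, 154 for class III, 26 for class IV and 1 for the study's erythrocyte list. With 1 probe set per gene it was 5201 for CH against NX, 780 for REC against NX, 6480 for CH against REC, 5661 for the 3 groups, 435 for both CH and REC, 50 for class I, 208 for class II, 69 for class III and 108 for class IV. With the estimated correlation the number of lists called was 0 in each comparison. With the hybridization control scaling it was 18035 for CH against NX, 8132 for REC against NX, 24600 for CH against REC, 21014 for the 3 groups, 5549 for both CH and REC, 111 for class II, 186 for class III, 5188 for class IV, 80 for the study's transcripts, 6 for the study's ubiquitin list and 1 for the study's erythrocyte list. With unit variance the value was 37.7% on axis 1 and 10.1% on axis 3. With the called probe sets alone the value was 74.6% on axis 1, 11.1% on axis 2 and 4.89% on axis 3. Under quantile normalization the CH spread over NX was 53.8 (exact permutation p = 0.029).

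Without 1 array the values ranged from 8749 to 11755 for CH against NX, 930 to 2524 for REC against NX, 11253 to 15447 for CH against REC, 10342 to 12947 for the 3 groups, 554 to 1349 for both CH and REC, 25 to 111 for class I, 289 to 450 for class II, 188 to 454 for class III, 44 to 336 for class IV, 126 to 189 for the study's transcripts, 14 to 21 for the study's ubiquitin list, 1 to 4 for the study's erythrocyte list, 14 to 15 for lists in CH against NX, 6 to 7 for lists in REC against NX, 14 to 15 for lists in CH against REC, 46.8 to 56.3% for axis 1, 11.2 to 19.9% for axis 2, 8.54 to 10.3% for axis 3, 31.0 to 71.9 for the CH spread over NX and 45.6 to 72.0 for the CH spread over REC. The arrays whose loss moved a count by over 1.5 times were NX replicate 1, 2, 3 or 4 or REC replicate 1, 2 or 3 (REC against NX), NX replicate 1, 2 or 4 or REC replicate 2 or 3 (both CH and REC), NX replicate 1, 3 or 4 or REC replicate 1, 2 or 3 (class I), NX replicate 1, 2 or 3 or REC replicate 1, 2 or 3 (class III), NX replicate 1, 2, 3 or 4 or CH replicate 3 or REC replicate 1, 2 or 3 (class IV) and NX replicate 4 or REC replicate 2 or 3 (the study's erythrocyte list). The CH spread over NX had an exact permutation p of 0.029 without any 1 NX array. This decides nothing, as leaving out an array tends to bring the others nearer to their group mean by construction. Over 5436 changes of named genes without 1 array, 251 lost the call and 11 gained it, and of 1044 list tests 4 lost it and 6 gained it. Lost and gained among 453 changes of named genes, or 439 with the dimmer probe sets left out, were 153 and 0 (adjusted p under 0.001), 6 and 4 (array weights), 232 and 0 (Bonferroni), 0 and 2 (dimmer probe sets left out), 20 and 1 (median centring), 0 and 2 (no fold threshold), 7 and 3 (only the 8 arrays compared), 40 and 0 (pseudocount 1), 36 and 0 (quantile normalization), 5 and 1 (replicate block), 64 and 6 (scaled on the hybridization controls), 26 and 0 (study's test without moderation), 0 and 3 (unadjusted p under 0.05). Lost and gained among 87 list tests were 11 and 0 (adjusted p under 0.001), 1 and 1 (array weights), 10 and 0 (Bonferroni), 5 and 5 (dimmer probe sets left out), 35 and 0 (estimated correlation), 2 and 3 (mean of all probe sets per gene), 1 and 0 (median centring), 0 and 2 (only the 8 arrays compared), 1 and 0 (pseudocount 1), 3 and 4 (quantile normalization), 1 and 0 (replicate block), 3 and 5 (scaled on the hybridization controls), 0 and 3 (unadjusted p under 0.05). Reversed under quantile normalization were Gapdh in CH against NX (-0.16), Actb in CH against REC (-0.54), Actb in CH against NX (-0.51), Actb in CH against NX (-0.57), Actb in CH against NX (-0.60), the ribosomal protein list in REC against NX (0.25) and the ribosomal protein list in CH against REC (-0.25). Reversed with the hybridization control scaling were Hba-a2 in CH against REC (-0.18), Slc16a1 in CH against NX (-0.0497), Gapdh in CH against NX (-0.22), Slc16a1 in CH against REC (-0.16), Acaca in CH against REC (-0.12), Actb in CH against REC (-0.69), Apoc1 in CH against REC (-0.49), Actb in CH against NX (-0.40), Actb in CH against NX (-0.46), Actb in CH against NX (-0.48), Prf1 in CH against NX (-0.31), Ubfd1 in CH against NX (-1.15), Xbp1 in CH against NX (-0.46), the ribosomal protein list in REC against NX (0.16) and the oxidative phosphorylation list in CH against REC (-0.66). The study's test and the fit with no fold threshold were not run for lists, which use neither. Same-numbered arrays were not paired, as 3 of 12 same-numbered pairs correlated over 0.1 in their deviations (r from -0.203 to 0.436). All 3 were NX and CH pairs, those of replicates 1, 3 and 4 (r = 0.436, 0.185 and 0.103), while replicate 2 had -0.203. Of the 12 pairs, 3 correlated best with their own number. With the replicate number as a block, 10035 probe sets were called in CH against NX, 1960 in REC against NX and 13022 in CH against REC. The deposited signals carry no background or detection value, so a change of a transcript near the lower end rests on the added 16: the fold change of Pycr1 in CH was 42.2 with a pseudocount of 1.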

Differences from the paper's values

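No test or alternative of those counted below was chosen after the values were seen, apart from the hybridization control scaling where it is named. A pair of counts is said to differ where the larger is over 1.5 times the smaller, and a pair of fold changes where their log2 values lie apart by more than the SD of the arrays, taken over both groups. At a change of 2-fold and an adjusted p under 0.05, the thresholds the paper states beside a 0% FDR that could not be set, the F test called 11281 probe sets across NX, CH and REC, where the paper reports 512. The values differ in all 25 alternatives set before the data were examined, 1453 to 16064. In both CH and REC 1023 probe sets were called, where the paper reports 230 transcripts, and they differ in all 26 such alternatives (25 to 1510). The paper's quadrants I, II, III and IV hold 1, 202, 9 and 18 transcripts, and the classes here 84, 430, 344 and 165 probe sets. Quadrants I and III differ in all 26 alternatives (0 to 126 and 3 to 526). Quadrant II does not differ with median centring (281), without REC replicate 2 (289), without REC replicate 3 (291), a pseudocount of 1 (301) and 1 probe set per gene (208) and differs in the other 21. Quadrant IV does not differ with a pseudocount of 1 (26) and differs in the other 25.

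The fold change of Pycr1 in CH was 24.4, where the paper's Table S1 gives 107.904, and differs in all 25 alternatives (20.9 to 42.2). That of Ubfd1 was -2.86 in CH and -2.12 in REC, the paper's being -11.3974 and -3.23439, and both differ in all 25 (-3.35 to -2.61 and -2.32 to -1.83). Many of the 25 cannot move a fold change, such as other thresholds, another prior, the replicate block and leaving out the dimmer probe sets. The same holds for leaving out an array of the group not compared, so the 25 are not separate checks. None used the GC-RMA of the paper, so its part in these differences was not tested. Both genes have the paper's direction.

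The paper lists Pycr1 as higher in REC, where it had a log2 change of 0.55 that did not pass the test; it was called with the hybridization control scaling (1.18), chosen after the values were seen, under which 80 and not 177 of the study's transcripts were called in both. The paper counts Ackr1 as lower in REC, where it was not called; it was called with only the 8 arrays compared, with array weights (-1.30) and at an unadjusted p under 0.05. The paper counts Ndufab1 as higher in REC, where it was not called; it was called with median centring (1.35), the dimmer probe sets left out, only the 8 arrays compared, array weights (1.22), the replicate block, an unadjusted p under 0.05, without any 1 of the CH arrays, and with the hybridization control scaling (1.99), chosen after the values were seen. Slc16a1, which the paper counts as lower in REC, was called there in no alternative that was run. All 229 transcripts of Table S1 at hand had the direction of that table in CH and in REC.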

Other observations

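Transcripts of cytosolic ribosomal proteins were higher in CH in 34 of 43, with Rpl41 at a log2 change of 2.25 and Rpl7 at 2.17, and 2, Rpl12 at -1.37 and Rpl14 at -1.07, were lower (34 higher and 2 lower when adjusted over the list alone). Camera set the list above the other genes (adjusted p = 7.86e-17; adjusted p = 0.274 with an estimated correlation), a call lost under quantile normalization, where the difference was 0.00 (p = 0.882). In REC 1 was higher, Rps6 at 1.20 (1 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.705). Of 26 genes of ER chaperones and the unfolded protein response, 15 were lower in CH, with Hsp90b1, an Hsp90 of the endoplasmic reticulum, at -2.12 (standard error 0.30, adjusted p = 1.37e-04), and 2, Calr, which encodes calreticulin, at 1.68 and Xbp1, a transcription factor of the response, at 1.07, were higher (2 higher and 15 lower when adjusted over the list alone; camera adjusted p = 1.23e-04; adjusted p = 0.308 with an estimated correlation). In REC 1 was higher, Cnpy2 at 1.83 (2 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0432; adjusted p = 0.947 with an estimated correlation); this list call was lost without NX replicate 1 (difference 0.17), NX replicate 4 (0.29) or REC replicate 1 (0.28). Interferon-induced genes went both ways in CH, with 2 of 19 higher, the antiviral genes Oas3 at 3.10 and Rsad2 at 2.02, and 8 lower, such as Ifit2 at -1.87 (2 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.571). In REC Oas3 at -2.00 and Rsad2 at -2.60 were lower and Zbp1, a sensor of nucleic acids, higher at 1.38 (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.447). Of 11 genes of the leptin pathway, 3 were lower in CH, Stat3, a transcription factor of cytokine signalling, at -1.86, Cpt1a, which brings fatty acids into mitochondria, at -1.56 and Prkaa1, a subunit of AMP kinase, at -1.06 (1 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.211), and none was called in REC by limma (0 higher and 0 lower when adjusted over the list alone; 0 higher and 1 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.996). Leaving out 1 array ended some calls, with the log2 change then in parentheses. Rpl14 lost its call in CH without NX replicate 2 or 3 or CH replicate 1 or 4 (-0.81 to -1.00), and Rps6 lost its call in REC without NX replicate 1, 2 or 4 or REC replicate 1, 2, 3 or 4 (1.01 to 1.25). Xbp1 lost its call in CH without NX replicate 1 or CH replicate 4 (0.90 to 0.93), and Oas3 lost its call in REC without NX replicate 2 or 3 or REC replicate 2, 3 or 4 (-1.66 to -2.00). Zbp1 lost its call in REC without NX replicate 1 or 4 or REC replicate 2 or 3 (1.23 to 1.34), and Prkaa1 lost its call in CH without NX replicate 1 or CH replicate 1 or 2 (-0.94 to -0.99). Median centring ended the call of Xbp1 in CH (0.91). Quantile normalization ended the calls of Rpl41 in CH (0.50), Rpl7 in CH (0.40), Rpl14 in CH (-0.93), Calr in CH (0.42) and Rsad2 in CH (0.20). Scaling on the hybridization controls ended the calls of Rpl41 in CH (0.64), Rpl7 in CH (0.55), Calr in CH (0.07), Xbp1 in CH (-0.46), Rsad2 in CH (0.41) and Oas3 in REC (-1.24).

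Among cell type markers in CH, 17 of 18 of B cells were lower, with Blk, a kinase of B cell signalling, at -2.56 (0 higher and 17 lower when adjusted over the list alone; camera adjusted p = 9.27e-09; adjusted p = 0.314 with an estimated correlation), and 14 of 17 of T cells, with the T cell receptor subunit Cd3e at -2.06 (0 higher and 14 lower when adjusted over the list alone; camera adjusted p = 2.49e-05; adjusted p = 0.415 with an estimated correlation). Of NK cell markers 7 of 12 were lower, with the protease Gzma at -2.08, and 1, Prf1, the pore-forming perforin, was higher at 1.21 (1 higher and 8 lower when adjusted over the list alone; camera adjusted p = 0.00920; adjusted p = 0.415 with an estimated correlation). Of monocyte markers 5 of 14 were lower, with Cybb, a subunit of the NADPH oxidase, at -1.96, Ctss, Csf1r, Adgre1 and Mpeg1 (0 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.00633; adjusted p = 0.415 with an estimated correlation). The NK cell and monocyte calls were lost with the dimmer probe sets left out (differences -0.72 and -0.70). In REC, 6 NK cell markers were higher than in NX, Gzmb at 2.00, Nkg7 at 1.81, Klre1, Gzma, Klrd1 and Ccl5 (8 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.89e-07; adjusted p = 0.324 with an estimated correlation), while no marker of B cells, T cells or monocytes was called by limma (0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold, 2 higher and 0 lower at an unadjusted p under 0.05 and 2-fold and 2 higher and 0 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.996, 0.254 and 0.865). Of 15 neutrophil markers none was called in CH or REC (0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold and 0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.833 and 0.555), nor was any of 16 of platelets and megakaryocytes (0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold and 0 higher and 1 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.829 and 0.996). Of 12 markers of eosinophils, basophils and mast cells, Siglecf was lower in CH at -1.66 and Cma1, a mast cell chymase, higher in REC at 1.47 (camera adjusted p = 0.964 and 0.447). Of 14 hepatocyte markers, 3 were higher in CH, Tat, Ahsg and Apoc1 at 1.92, 1.22 and 1.02, and none called in REC by limma (0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.0780 and 0.657). Of 12 endothelial markers Esam was lower in CH at -1.64, and of 13 progenitor markers Flt3 at -1.05, with none called in REC (0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold and 0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.833 and 0.334 in CH and 0.555 and 0.873 in REC). For these lists of 5 or fewer calls the count was the same when adjusted over the list alone. Leaving out 1 array ended some calls, with the log2 change then in parentheses. Csf1r lost its call in CH without NX replicate 2 or 3 or CH replicate 2 (-1.38 to -1.48), and Mpeg1 lost its call in CH without NX replicate 3 or CH replicate 2 (-1.30 to -1.32). Gzmb lost its call in REC without NX replicate 1, 2, 3 or 4 or CH replicate 2 or REC replicate 1 or 4 (1.62 to 2.18), and Klre1 lost its call in REC without NX replicate 1, 2, 3 or 4 or REC replicate 1, 3 or 4 (1.40 to 1.72). Gzma lost its call in REC without NX replicate 1, 2, 3 or 4 or REC replicate 1, 2, 3 or 4 (1.26 to 1.60), and Klrd1 lost its call in REC without NX replicate 1, 2, 3 or 4 or REC replicate 1, 2, 3 or 4 (1.26 to 1.496). Cma1 lost its call in REC without NX replicate 1, 2, 3 or 4 or REC replicate 1, 2, 3 or 4 (1.12 to 1.62), and Ahsg lost its call in CH without NX replicate 4 (0.98). Apoc1 lost its call in CH without NX replicate 3 or 4 or CH replicate 2 or 3 (0.89 to 0.93), and Flt3 lost its call in CH without NX replicate 3 or CH replicate 2 (-0.87 to -0.97). Median centring ended the call of Apoc1 in CH (0.87). Quantile normalization ended the call of Apoc1 in CH (0.93). Scaling on the hybridization controls ended the calls of Prf1 in CH (-0.31), Tat in CH (0.92), Ahsg in CH (0.10) and Apoc1 in CH (0.02).

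Of 11 genes often used as controls, 4 were higher in CH, Actb, Gapdh, Rplp0 and Tfrc, and 2 lower, Hprt, an enzyme of purine salvage, at -1.57 and Tbp, the TATA-binding protein (4 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.224); none was called in REC by limma (0 higher and 0 lower when adjusted over the list alone; 0 higher and 0 lower at an unadjusted p under 0.05 and 2-fold; camera adjusted p = 0.541). Actb, which encodes the β-actin that the paper used to normalize its real time PCR, was higher in CH at 3 of its 5 probe sets, at 1.21, 1.15 and 1.13, and had 0.91 and 1.00 at the others, below the 2-fold threshold; in REC it had -0.70, -0.66 and -0.61 at the first 3, none passing the test. Its change at the last of these between CH and REC, 1.74, turned to -0.54 under quantile normalization and -0.69 with the hybridization control scaling. Epor, the erythropoietin receptor, had a signal of 14.6 ± 10.1 in NX, 34.7 ± 10.9 in CH and 22.4 ± 7.64 in REC (SD, n = 4 arrays each), near the lower end of the arrays, with log2 changes of 0.77 (standard error 0.29, adjusted p = 0.0599) in CH and 0.37 (standard error 0.29, adjusted p = 0.569) in REC, which did not pass the test. In these lists, members outside the rule for named genes were named after their values were seen. In the order given, the changes of Actb in CH at the first 3 probe sets were 1.06, 0.99 and 0.97 with median centring, -0.51, -0.57 and -0.60 under quantile normalization and -0.40, -0.46 and -0.48 with the hybridization control scaling. The call at the next was lost without CH replicate 4 (1.00). The call at the last was lost without CH replicate 4 (0.98).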
